# *Prdm6* Is Essential for Cardiovascular Development *In Vivo*

**DOI:** 10.1371/journal.pone.0081833

**Published:** 2013-11-21

**Authors:** Andreas Gewies, Mercedes Castineiras-Vilarino, Uta Ferch, Nina Jährling, Katja Heinrich, Ulrike Hoeckendorf, Gerhard K. H. Przemeck, Matthias Munding, Olaf Groß, Timm Schroeder, Marion Horsch, E. Loraine Karran, Aneela Majid, Stefan Antonowicz, Johannes Beckers, Martin Hrabé de Angelis, Hans-Ulrich Dodt, Christian Peschel, Irmgard Förster, Martin J. S. Dyer, Jürgen Ruland

## Abstract

Members of the PRDM protein family have been shown to play important roles during embryonic development. Previous *in vitro* and *in situ* analyses indicated a function of Prdm6 in cells of the vascular system. To reveal physiological functions of Prdm6, we generated conditional *Prdm6*-deficient mice. Complete deletion of *Prdm6* results in embryonic lethality due to cardiovascular defects associated with aberrations in vascular patterning. However, smooth muscle cells could be regularly differentiated from *Prdm6*-deficient embryonic stem cells and vascular smooth muscle cells were present and proliferated normally in *Prdm6*-deficient embryos. Conditional deletion of *Prdm6* in the smooth muscle cell lineage using a SM22-Cre driver line resulted in perinatal lethality due to hemorrhage in the lungs. We thus identified Prdm6 as a factor that is essential for the physiological control of cardiovascular development.

## Introduction

Prdm6 belongs to the PRDM family of transcriptional repressors which all possess an N-terminal PR domain and C-terminal Krüppel-type zinc finger motifs. While the zinc fingers are responsible for DNA binding, the PR domain is thought to mediate homodimerization and interaction with proteins such as the histone methyl transferase G9a and histone deacetylases [1-3]. Therefore, PRDM proteins are expected to play important roles as histone modifying factors that regulate gene transcription at the chromatin level. The most intensely studied PRDM member PRDM1 (also named BLIMP1) has been shown to mediate methylation of lysine residue 9 of histone 3 [2] and as a transcriptional repressor has been demonstrated to be essential for several physiological processes such as terminal B cell differentiation [4], T cell homeostasis and function [5,6], primordial germ cell formation [7] and regulation of proliferation and differentiation in the sebacious gland [8]. Other members of the PRDM family were also reported to control developmental processes: Prdm5 regulates collagen gene transcription in developing bone [9], Prdm9 defines hotspots of genetic recombination during meiosis [10], Prdm14 was shown to be involved in the maintenance of embryonic stem cells in the mouse [11], and Prdm16 controls the bidirectional switch between skeletal myoblasts and brown fat cells [12]. While PRDM transcription factors control various developmental processes under physiological conditions, aberrant expression of PRDM proteins has been correlated with malignant disease and *PRDM* genes map to chromosomal regions frequently deleted in tumors [13-16]. Moreover, PRDM proteins can be expressed as PR domain-containing full length proteins or as amino-terminally truncated proteins lacking a functional PR domain by usage of an alternative internal promoter. Loss of *PRDM* full length expression or a shift in expression towards the truncated shorter form has been implicated in tumorigenesis [2,15,17-20]. 

Prdm6 was recently characterized as a transcriptional repressor that is expressed and plays a role in the vascular system. Davis and colleagues described Prdm6 as a transcription factor that plays a role in regulating the differentiation and proliferation of smooth muscle cells (SMCs) [3]. Moreover, Prdm6 was described as a factor that controls survival and differentiation of endothelial cells in the vascular system [21]. Furthermore, expression of *Prdm6* has been reported in cells of the developing nervous system [22]. Finally, we identified *PRDM6* to be transcriptionally deregulated and ectopically expressed from the rare, but recurrent chromosomal translocation t(5;14)(q23;q32) in B cell lymphoma patients (manuscript in preparation). To reveal physiological functions of Prdm6 *in vivo*, we generated and analyzed conditional *Prdm6*-deficient mice. We report here that Prdm6 is essential for embryonic development and for vital functions of the cardiovascular system.

## Results

### Generation of a conditional *PRDM6* mutant mouse line

Because the physiological functions of PRDM6 are still largely unknown, we generated a gene-targeted mouse line that allows conditional *Prdm6* ablation using Cre-*loxP* technology [23]. By homologous recombination in murine embryonic stem (ES) cells we flanked exon 3 of *Prdm6* with *loxP* sites (see Materials and Methods and Figure S1 A,B). After injection of ES cells into blastocysts and removal of the neomycin selection cassette via flp-mediated deletion we eventually obtained *Prdm6* ^wt/flox^ and *Prdm6* ^flox/flox^ mice, which were born at expected Mendelian ratios and were phenotypically indistinguishable from their wild type littermates (data not shown). Crossing *Prdm6* ^wt/flox^ mice to Cre deleter mice [24] induced the deletion of the *loxP*-flanked exon 3 sequence in the germ line and resulted in *Prdm6* ^wt/del^ heterozygous mice. Correct homologous recombination events were confirmed by Southern blot analysis (Figure S1 C). Of note, deletion of *Prdm6* exon 3 not only removes the central part of the PR domain but, due to a concomitant frame shift, it also prevents the expression of the complete *Prdm6* reading frame downstream of the PR domain so that no functional protein can be expressed.

### Prdm6 is essential during embryonic development

Heterozygous *Prdm6* ^wt/del^ mice were intercrossed to obtain homozygous *Prdm6*-deficient mutants (*Prdm6* ^del/del^). *Prdm6* ^wt/wt^ and *Prdm6* ^wt/del^ mice were born at the expected Mendelian ratios. In contrast, we did not observe viable homozygous *Prdm6* ^del/del^ offspring, indicating that functional *Prdm6* expression is essential for the viability of mice. Thus, we next performed timed pregnancies and analyzed *Prdm6* ^del/del^ embryos at different developmental stages. Up to E10.0, we observed Mendelian frequencies of morphologically intact *Prdm6* ^del/del^ embryos. However, beyond E10.0 the frequency of viable *Prdm6* ^del/del^ embryos declined significantly whereas *Prdm6* ^wt/wt^ and *Prdm6* ^wt/del^ embryos were present at regular numbers (Figure 1A). RT-PCR analysis confirmed the absence of *Prdm6* exon 3 and therefore the deficiency of functional *Prdm6* mRNA in *Prdm6* ^del/del^ embryos. An alternative *exon2*–*exon4*-spliced *Prdm6* transcript is produced by the disrupted (del) allele in *Prdm6* ^del/del^ and *Prdm6* ^wt/del^ embryos (Figure S1 D). However, since *Prdm6* ^wt/del^ heterozygous mice are born at Mendelian ratios and are viable, healthy and fertile, there is no indication for a dominant gain-of-function of the alternatively spliced *Prdm6* transcript derived from the knockout (del) allele. The onset of embryonic lethality in the *Prdm6* ^del/del^ embryos correlated with the onset of *Prdm6* expression at E10.5 in wild type embryos (Figure 1B), a developmental stage at which the cardiovascular system undergoes critical developmental steps [25]. Macroscopic inspection of *Prdm6* ^del/del^ embryos revealed that at E12.5 they eventually displayed pale and edematous bodies, implying cardiovascular insufficiency (Figure 1C). Analysis of the cardiac architecture of the *Prdm6* ^del/del^ embryos via histological H&E staining revealed a thinning of the myocardial walls, indicating primary or secondary heart failure (Figure 1D). 

**Figure 1:**
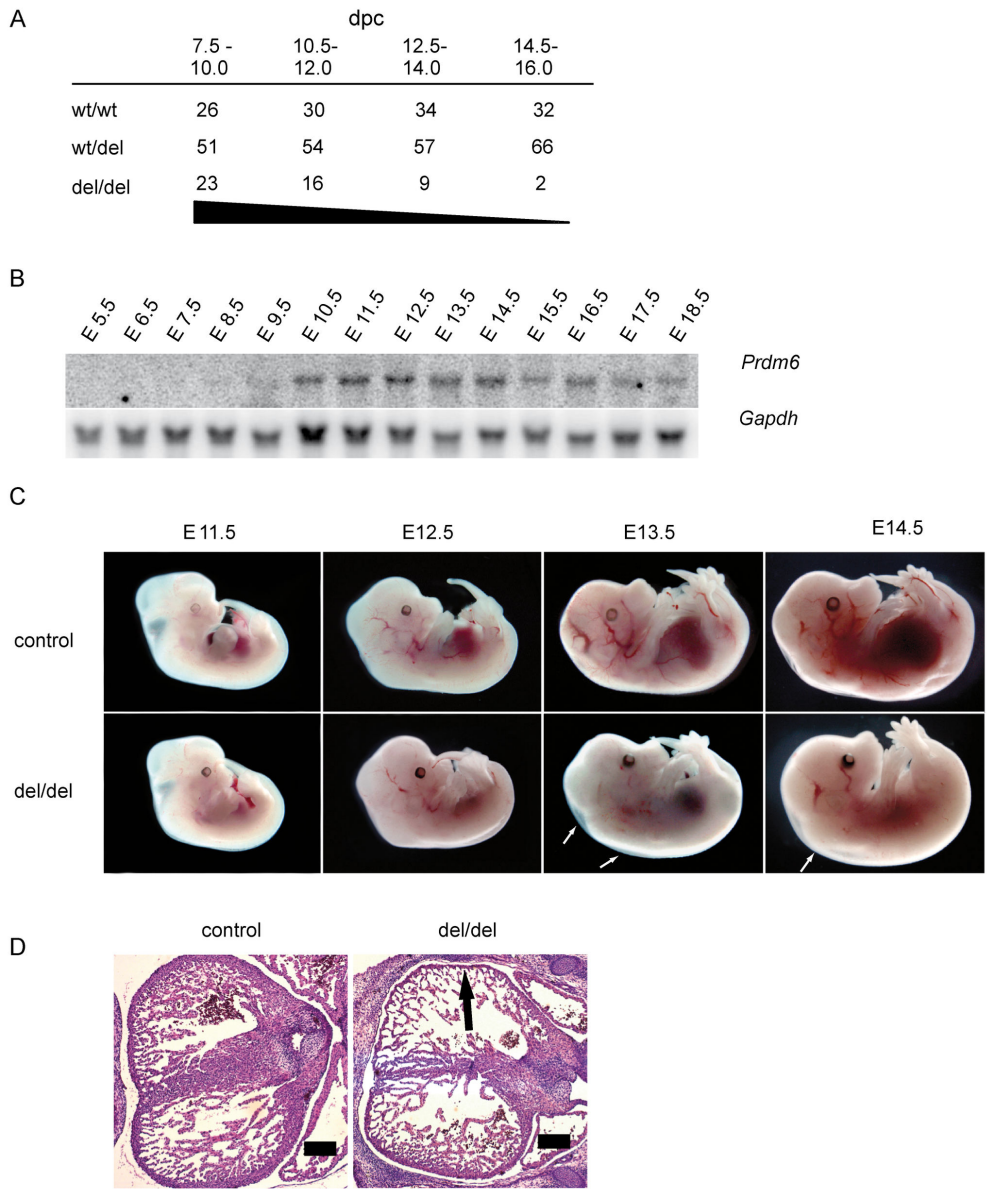
*Prdm6* deficiency results in embryonic lethality. (**A**) *Prdm6* ^wt/del^ mice were intercrossed. Pregnant mice were euthanized and embryos dissected and genotyped at defined developmental stages. The percentages of viable embryos of the respective genotypes at the different stages of embryonic development (dpc = days post coitum) are indicated; wild type *Prdm6* ^wt/wt^ (wt/wt) and heterozygous *Prdm6* ^wt/del^ (wt/del) mice are viable, whereas *Prdm6*-deficient *Prdm6* ^*del/del*^ (del/del) embryos begin to die after E10.0, with no *Prdm6* ^*del/del*^ embryos being found at developmental stages beyond E16.0. (**B**) Northern blot analysis of *Prdm6* expression using total embryonic RNA from different developmental stages from wild type embryos. *Gapdh* expression analysis served as a loading control. (**C**) Representative wild type control and *Prdm6*-deficient embryos (del/del) at the indicated developmental stages. White arrows indicate edematous swelling. (**D**) Transverse heart sections from wild type control and *Prdm6*-deficient embryos were stained with H&E and analyzed by microscopy. The thin myocardium of *Prdm6*-deficient embryos (del/del) is indicated by an arrow. Scale bars correspond to 200 µm.

### Prdm6 affects vascular patterning

During the isolation of *Prdm6* ^del/del^ embryos from the deciduae, we repeatedly observed vascular malformations exclusively on the yolk sacs of *Prdm6* ^del/del^ embryos at stage ≥E13.5 (Figure 2A, left panel). Higher magnifications revealed that these malformations were composed of clusters of densely growing and partially dilated blood microvessels (Figure 2A, right panel). However, large vessel vascularization was present in the yolk sacs of *Prdm6*-deficient embryos, indicating regular overall vasculogenesis (Figure 2B). To investigate the role of Prdm6 in the development of the small blood vessel architecture in structural detail, we stained vascular endothelial cells with an anti-CD31 (anti-PECAM1) antibody and visualized the yolk sac vascular system via fluorescence microscopy. The yolk sacs of wild type control embryos displayed an organized vascular network with a hierarchy between vessels of higher and lower orders at the developmental stages E10.5 and E11.5 (Figure 2C, upper panels). Also in *Prdm6* ^del/del^ yolk sacs a small vessel network was present (Figure 2C, lower panels). However, visual inspection suggested subtle differences in the patterning of the vascular network of *Prdm6* ^del/del^ yolk sacs compared to wild type control yolk sacs (Figure 2C). Indeed, quantitative analysis revealed that the small vessel network of *Prdm6* ^del/del^ yolk sacs contains significantly less avascular space and exhibits a significant increase in the mean vessel diameter (Figure 2D and Figure S2). These findings indicate that Prdm6 function is involved in vascular patterning during embryonic development. 

**Figure 2:**
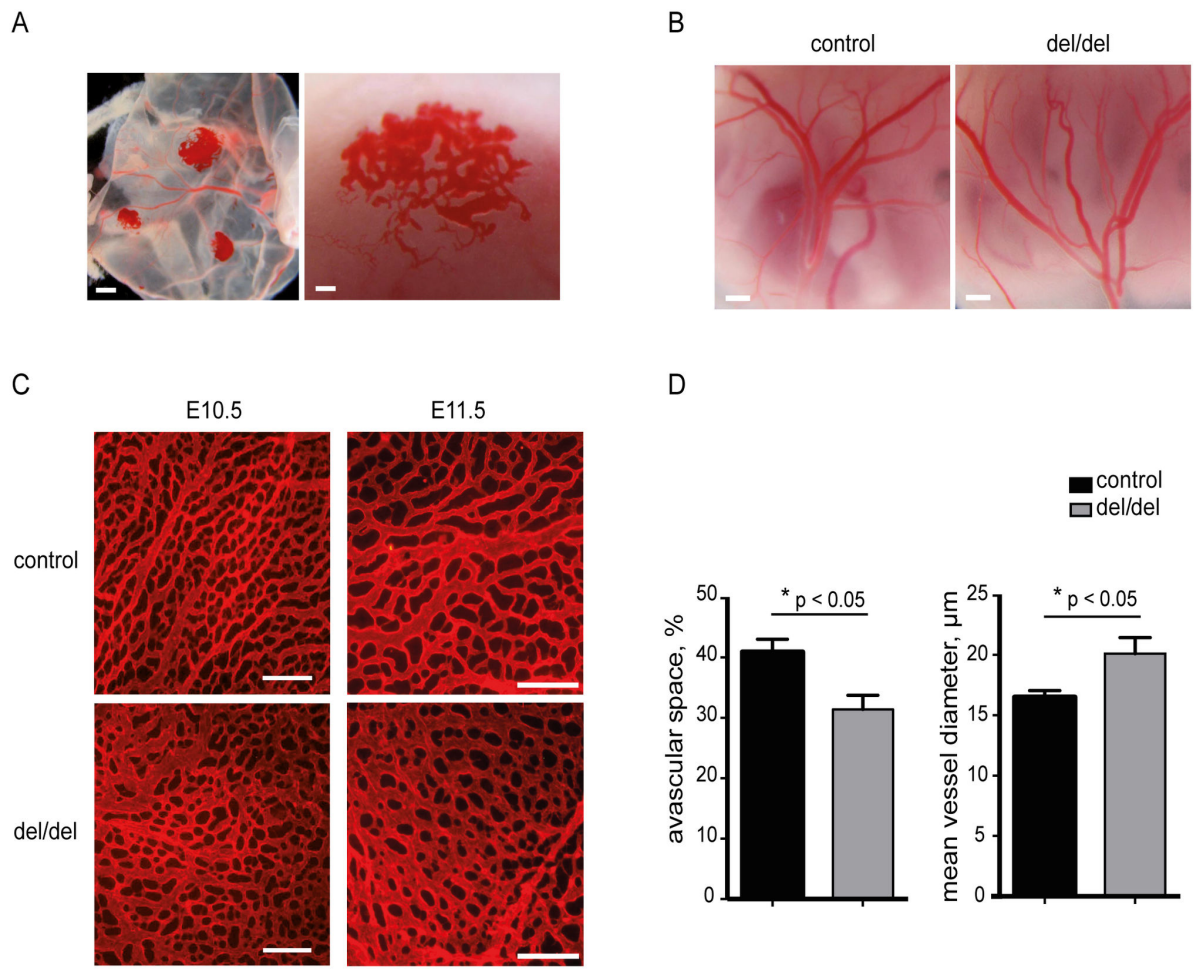
Prdm6 affects angiogenic patterning. (**A**) Unusual clusters of densely growing vessel structures on yolk sacs of *Prdm6*-deficient embryos, as observed under a stereomicroscope. Scale bars correspond to 1 mm (left panel) or 100 µm (right panel). (**B**) Large vessels in the yolk sacs of E12.5 control and *Prdm6*-deficient (del/del) embryos under a stereomicroscope. Scale bars correspond to 500 µm. (**C**) Visualization of E10.5 (left panels) and E11.5 (right panels) yolk sac microvascular systems *via* immunofluorescent staining with an anti-CD31 primary antibody and a Cy3-conjugated secondary antibody. Scale bars correspond to 200 µm. (**D**) Quantitative morphometric analysis of the yolk sac vasculature as shown in (C). Avascular space and mean vessel diameters of yolk sacs at E10.5 – E 11.5 are shown as mean ± SEM, n=6. More details about this analysis are given in Figure S2.

### Normal differentiation and proliferation of *Prdm6-*deficient smooth muscle cells

It was recently reported that Prdm6 might play a role in SMC function [3]. We therefore next tested whether *Prdm6* deficiency affects SMC differentiation and proliferation. To this end, we established *Prdm6*-deficient ES cell lines from the inner cell mass of early E3.5 *Prdm6* ^del/del^ embryos and differentiated these ES cells into defined vascular cell lineages under specific culture conditions *in vitro*. Of note, the *Prdm6* ^del/del^ ES cell lines differentiated regularly into smooth muscle alpha-actin (SMA)-expressing cells (i.e. pericytes or vascular SMCs [26]) at a rate and frequency comparable to wild type ES cell lines (Figure 3A), indicating that Prdm6 is dispensable for SMC-lineage differentiation. Moreover, *Prdm6* ^del/del^ ES cell lines also regularly differentiated into ECs and cardiomyocytes *in vitro* (data not shown). Immunohistochemical staining to SMA demonstrated that SMCs were regularly lining arterial vessel walls in *Prdm6* ^del/del^ embryos, thus indicating that recruitment of SMCs to the vasculature was intact (Figure 3B). To study the proliferation of embryonic vascular SMCs *in vivo*, we injected bromodeoxyuridine (BrdU) into pregnant mice and subsequently used immunohistology to determine the BrdU content within embryonic SMCs in different vascular regions. We did not observe significant differences in the frequencies of BrdU-positive SMCs between wild type control and *Prdm6*-deficient embryos, neither in SMCs in the aortic arch arteries nor in the yolk sac (Figure 3 C,D). In conclusion, Prdm6 does not seem to be required for either general SMC differentiation, recruitment to blood vessels or proliferation during embryonic development.

**Figure 3:**
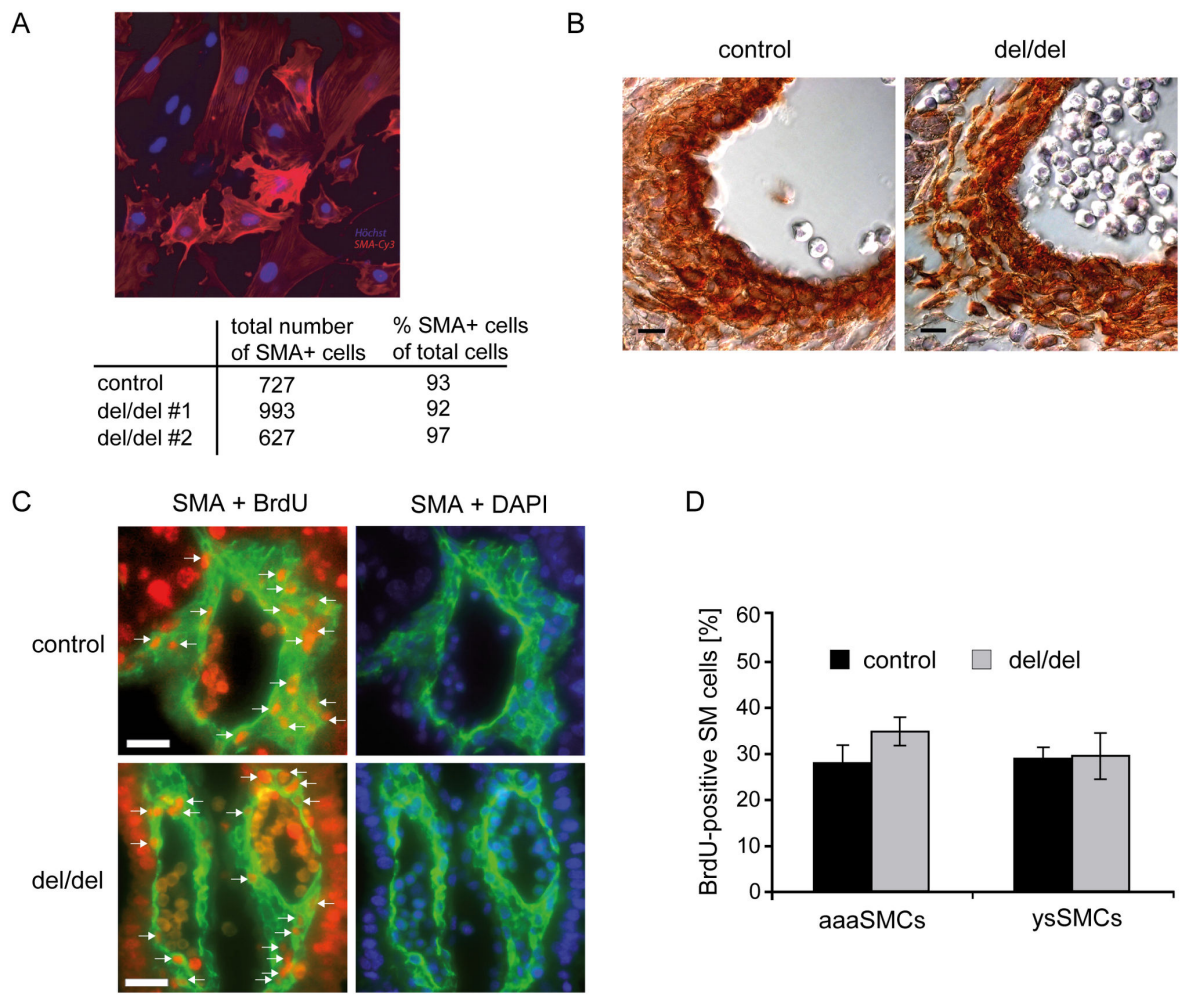
Regular differentiation, recruitment and proliferation of *Prdm6*-deficient smooth muscle cells. (**A**) ES cell lines were differentiated *in* *vitro* into SMA-positive (stained in red) smooth muscle-lineage cells (nuclei are stained in blue by DAPI). The numbers and frequencies of smooth muscle-lineage cells obtained from wild type control and two independent *Prdm6*-deficient (del/del) ES cell lines (#1 and #2) are given in the table. (**B**) Smooth muscle cells are normally recruited to aortic vessels of Prdm6^del/del^ embryos. E12.5 embryos, either Prdm6^wt/wt^ or Prdm6^del/del^, were immunohistochemically stained against SMA. Scale bars represent 10 µm. (**C**) Normal proliferation of SMCs in the yolk sac vasculature of *Prdm6* ^del/del^ embryos. Pregnant *Prdm6* ^wt/del^ mice from matings with *Prdm6* ^wt/del^ male mice were injected with BrdU at E11.5 and euthanized, and embryos with the wild type control genotype (wt/wt or wt/del) or *Prdm6*-deficient genotype (del/del) were sectioned and co-stained using antibodies to SMA (green fluorescence within the cytoplasm), BrdU (red fluorescent nuclei) and DAPI (blue, nuclear). Left: overlays of SMA and BrdU. Right: corresponding overlays of SMA and DAPI. Arrows indicate BrdU-positive SMCs. Representative yolk sac vessels are depicted. SMCs of the aortic arch arteries exhibited equivalent staining (not shown). Scale bars represent 20 µm. (**D**) Quantitative analysis of immunocytochemical staining, as shown in (C). Total SMCs (SMA + DAPI double-positive cells) and proliferating BrdU-positive SMCs (SMA + BrdU double-positive cells) were counted. The ratio of the latter to the former was defined as the proliferative index (percentage of BrdU-positive SM cells) for yolk sac SMCs (ysSMCs) and aortic arch artery SMCs (aaaSMCs). Data were obtained by counting at least 150 SMCs per vessel type from three embryos per genotype and are depicted as the mean +/- SD.

### SM22-Cre-induced *Prdm6* deletion results in perinatal death associated with pulmonary hemorrhage

We crossed the *Prdm6* ^flox/del^ alleles into the SM22-Cre mouse line [27,28] to generate *Prdm6* ^flox/del^;SM22-Cre mice in which *Prdm6* is selectively disrupted in the SMC lineage . Although SMC-conditional *Prdm6* knockout mice were born at expected Mendelian frequency, we did not obtain viable adult SMC-conditional *Prdm6* knockout mice (Figure 4A) because all newborn *Prdm6* ^flox/del^;SM22-Cre pups died within 2 days after birth (Figure 4B). Interestingly, perinatal death induced by SM22-Cre-mediated conditional deletion of *Prdm6* was associated with massive hemorrhage in the lungs (Figure 4C). 

**Figure 4:**
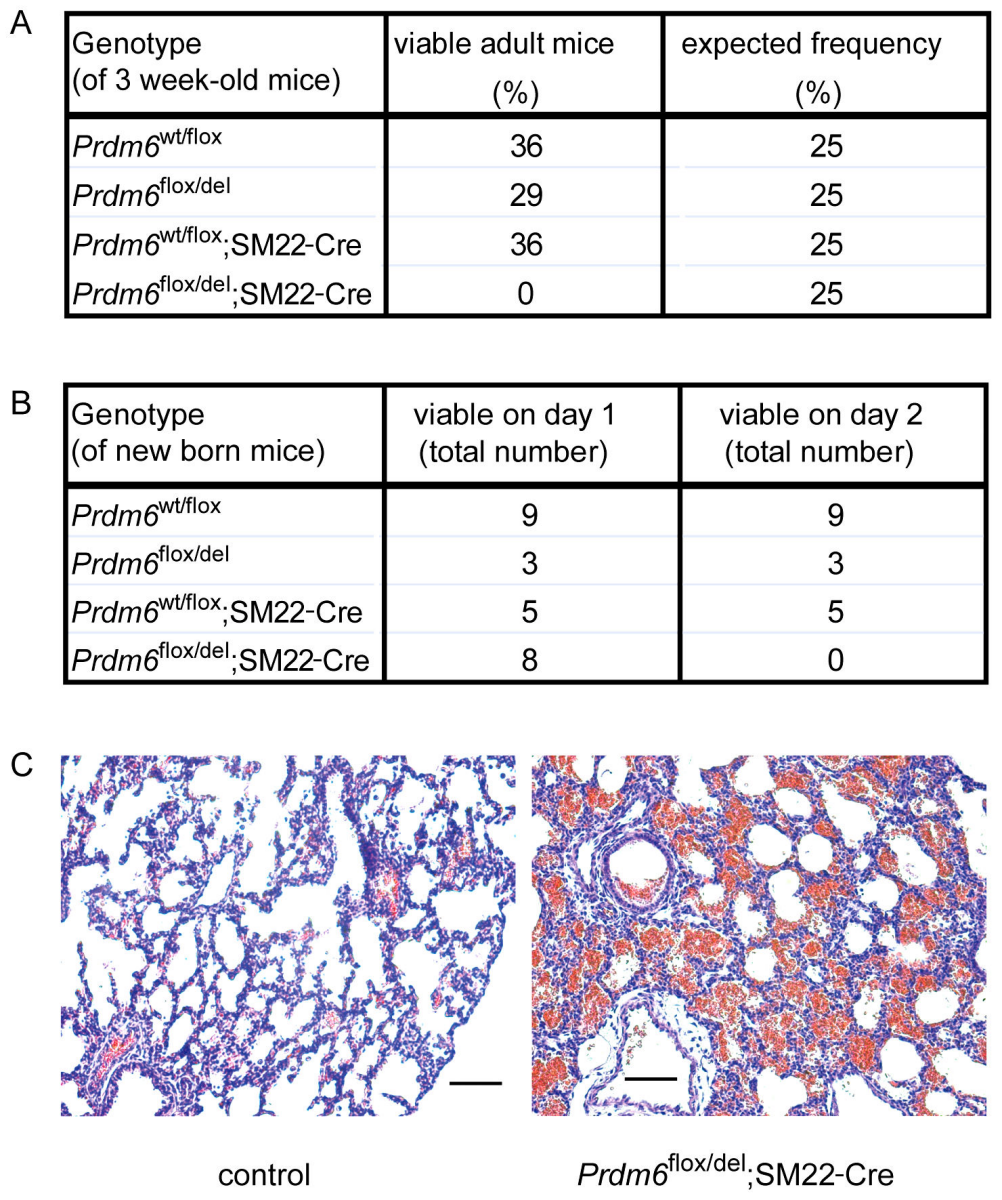
Selective disruption of *Prdm6* in vascular smooth muscle cells results in perinatal lethality. (**A**) *Prdm6* ^wt/del^;SM22-Cre mice were crossed with *Prdm6* ^flox/flox^ mice, and the genotypes of the offspring were analyzed at three weeks of age. The *Prdm6* ^flox/del^;SM22-Cre genotype leads to deletion of Prdm6 in the SMC lineage. The frequencies of the resulting genotypes were calculated from a total of 28 offspring animals and compared to the expected Mendelian frequencies. (**B**) Newborn mice from the same crosses as in (A) were observed at day 1 and day 2 after birth and subsequently were genotyped. (**C**) Lungs from newborn *Prdm6* ^flox/del^ control animals (viable) and SMC-conditional *Prdm6* ^flox/del^;SM22-Cre animals (deceasing) were embedded in paraffin, and sections were stained with hematoxylin and eosin. Scale bars correspond to 100 µm.

### Prdm6 regulates factors that are involved in angiogenesis

Since Prdm6 acts as a transcription factor [3], we were interested in the identification of target genes that are physiologically controlled by Prdm6. Therefore, we performed genome-wide cDNA microarray analysis and compared gene expression patterns between wild type *Prdm6* ^wt/wt^ and knockout *Prdm6* ^del/del^ embryos. Because we observed an impact of Prdm6 deletion on vascular development, we compared the mRNA expression patterns in the yolk sacs of day E10.5 embryos, which are highly vascularized and easily accessible, allowing high quality RNA isolation. 

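RNA from the yolk sacs of 6 *Prdm6* del/del embryos at E10.5 was hybridized to 12 cDNA microarrays with 2 channels, 2 arrays in opposite dye orientation for each yolk sac (Figure S3), against 1 pool of RNA from 6 wild type yolk sacs. The del/del RNA carried Cy5 on 5 arrays and Cy3 on 5 others, and the labels of 2 more arrays (replicates 8 and 9) name the same dye for both channels. The sign of their values beyond 8 in size is that of arrays with del/del in Cy3 for replicate 8 and in Cy5 for replicate 9; they entered with the dye code 0, and with these dyes 240 probes passed the threshold below, 37 higher and 203 lower. The paper's methods give RNeasy Mini kits and 400 ng of RNA that was amplified, whereas the sample labels give RNeasy Midi kits and 20 µg of total RNA that was labelled indirectly, with no amplification named. The deposited values are ratios of del/del over wild type on the log2 scale, normalized by the authors before deposit, and neither their scale nor their direction is stated. Both were taken from the mean ratios of Figure S3, which the deposited values give when read as log2 of del/del over wild type. Between 20011 and 20501 of 20794 probes had a value on each array (median 20342.5), and the median of an array lay between -0.06 and 0.05. No further normalization was applied, and spot intensities were not used here, so the number of arrays limits the precision. The mean log2 ratio of each of the 20516 probes with a value on at least 8 arrays was tested against 0 with limma, with a term for the dye of the del/del channel. A probe was taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a change over 1.3-fold, the numerical thresholds of the paper's methods. The methods also name reproducible up- or down-regulation, for which the text gives no rule, and this was not applied. The labels do not tie the arrays to the yolk sacs, so the 12 arrays entered as if independent, and every p-value from limma is too small. With arrays of consecutive replicate number averaged as presumed pairs, an alternative chosen after the data were seen, 113 probes passed, 10 higher and 103 lower. The wild type pool is 1 control sample, and the test leaves out the spread between wild type yolk sacs. A gene symbol was given by the array's annotation for 12771 probes and by none for 8023. *Prdm6* itself was not analysed here, so its deletion was not checked on the arrays.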

A total of 51 genes were found to be differentially expressed in *Prdm6* ^del/del^ yolk sacs compared to wild-type tissue (Figure S3). 

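Genes of red blood cells fell in the *Prdm6* del/del yolk sacs. The 7 probes of the alpha-like globin genes *Hba-a1* and *Hba-x* had a median log2 ratio of -1.34 (SD 0.19 between probes), and both genes fell. Of 33 other erythroid genes, 14 fell, where a gene counts as changed, here and below, if at least 1 of its probes passed. *Ank1* and *Tal1* among them also have probes that did not pass. The band 3 anion exchanger *Slc4a1* fell by 1.26 on the log2 scale (SD 0.57, n = 12 arrays, lower on 12 of 12, adjusted p = 0.000911 from limma), and *Kel*, the Kell blood group antigen, fell by 1.14 (SD 0.43, n = 12, lower on 12 of 12, adjusted p = 1.73e-05 from limma). Among 6 genes of heme synthesis, *Alas2*, its first enzyme in red cells, fell by 1.15 and *Fech*, its last enzyme, fell by 0.89, each lower on 12 of 12 arrays (adjusted p = 0.000147 and 0.00122 from limma), while a further probe of *Fech*, 13438, had -0.32 and did not pass. Both genes are also among the 14 lower erythroid genes. Of 54 genes of the extracellular matrix and its proteases, 10 fell and 1 rose. Other probes of *Col1a1*, *Col2a1*, *Col5a1*, *Col5a2* and *Spon1*, which fell, did not pass (median log2 ratios -0.20, -0.39, -0.18, -0.14 and -0.04). The fibrillar collagen gene *Col11a1* fell by 1.21 on the log2 scale (SD 0.58, n = 12, lower on 12 of 12, adjusted p = 0.0008 from limma) by probe 4946, while probe 17054 of the same gene had a log2 ratio of -0.06, and the proteoglycan gene *Dcn* fell by 0.57 (SD 0.32, n = 12, lower on 12 of 12, adjusted p = 0.00367 from limma). The matrix glycoprotein gene *Tnc* was the member that rose, by 2 of 3 probes. Of 24 genes of mesenchyme and mesothelium, 5 fell, among them *Col3a1*, whose log2 ratio of -0.51 was lower on 9 of 12 arrays (adjusted p = 0.00361 from limma). All 5 are also among the 10 lower matrix genes, so the fall of this list is not separate from that of the matrix. Of 19 genes of the interferon response and antigen presentation, *Ifitm3* and *Tap1* fell, by 0.82 and 1.33. After removal of the mean and the dye term, the deviations of *Tap1* over the 12 arrays followed those of the globin probes, with Pearson's r of 0.89 (permutation p = 0.0002) and Spearman's rho of 0.69 (permutation p = 0.0164), in a test chosen after the values were seen. On replicates 8 and 9, which have the dye code 0, no dye effect was removed. For *Ifitm3* r was -0.25 (permutation p = 0.431) and rho -0.25 (permutation p = 0.432). Over these 2 relations the Benjamini-Hochberg adjusted p of *Tap1* was 0.0004 for r and 0.0328 for rho, and without the 2 arrays farthest from the median of the globin profile r was 0.70 for *Tap1* and 0.07 for *Ifitm3*. Of 15 genes of macrophages and leukocytes, *Lyz2* and *Laptm5* fell, and the median log2 ratio of the list was -0.27. Of 8 genes of megakaryocytes and platelets, *Pf4* fell, and the median was -0.21. Of the genes of red cells, heme synthesis, mesenchyme, the interferon response, macrophages and megakaryocytes, 0 rose in limma, 0 were higher at an unadjusted p under 0.05 with a change over 1.3-fold, and the one-class statistic with sign flips called 0 as higher. The calls of *Lyz2* and *Laptm5* were both lost without any 1 of replicates 1, 2, 4, 5, 6, 10 and 11, and that of *Pf4* without replicates 1, 6 or 10. With consecutive arrays averaged as presumed pairs, 8 erythroid, 5 matrix and 2 mesenchyme genes fell, and *Tnc*, *Lyz2*, *Laptm5* and *Pf4* did not pass. In all, 220 probes were differentially expressed, 158 of them with a gene symbol. With counts adjusted over the list alone, 16 erythroid genes, 11 genes of the matrix, 6 of the mesenchyme, 5 of macrophages, 3 of the interferon response, 2 of heme synthesis, 2 globins and 1 of megakaryocytes fell. The study chose the globin and erythroid genes of Figure S3 on these arrays, so their lists are not independent evidence. The figure also holds *Ifitm3* and *Tap1* of the interferon list, *Alas2* of heme synthesis, and *Col11a1*, *Spon1* and *Mmp2* of the matrix. Those lists are therefore not fully independent of the study's choice either. In camera, with 23 lists tested at a preset correlation of 0.01, the adjusted p was 8.38e-19 for globins, 1.59e-22 for erythroid genes, 4.58e-06 for heme synthesis, 1.19e-05 for the matrix, 0.000133 for mesenchyme, 7.6e-05 for the interferon response, 0.000122 for macrophages and 0.0501 for megakaryocytes. With an estimated correlation, the adjusted p was 0.0152 for globins, 0.0011 for erythroid genes, 0.00635 for heme synthesis and 0.00778 for the interferon response, and the calls of the matrix (adjusted p = 0.105), mesenchyme (adjusted p = 0.106) and macrophages (adjusted p = 0.066) were lost. With limma's robust and trend options both on, 0 probes passed, while 220 passed with robust alone and 212 with trend alone; with both, 479 had an unadjusted p under 0.05 with a change over 1.3-fold, and the one-class statistic with sign flips called 184. When each dye orientation had to pass in limma on its own, 0 probes passed, and 205 had an unadjusted p under 0.05 in both orientations with a change over 1.3-fold; the lower matrix genes numbered 5 or 6 and the lower mesenchyme genes 2 or 3 without any 1 of replicates 1, 2, 3, 4, 5, 6, 7, 9 and 10.

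**Figure D1:**
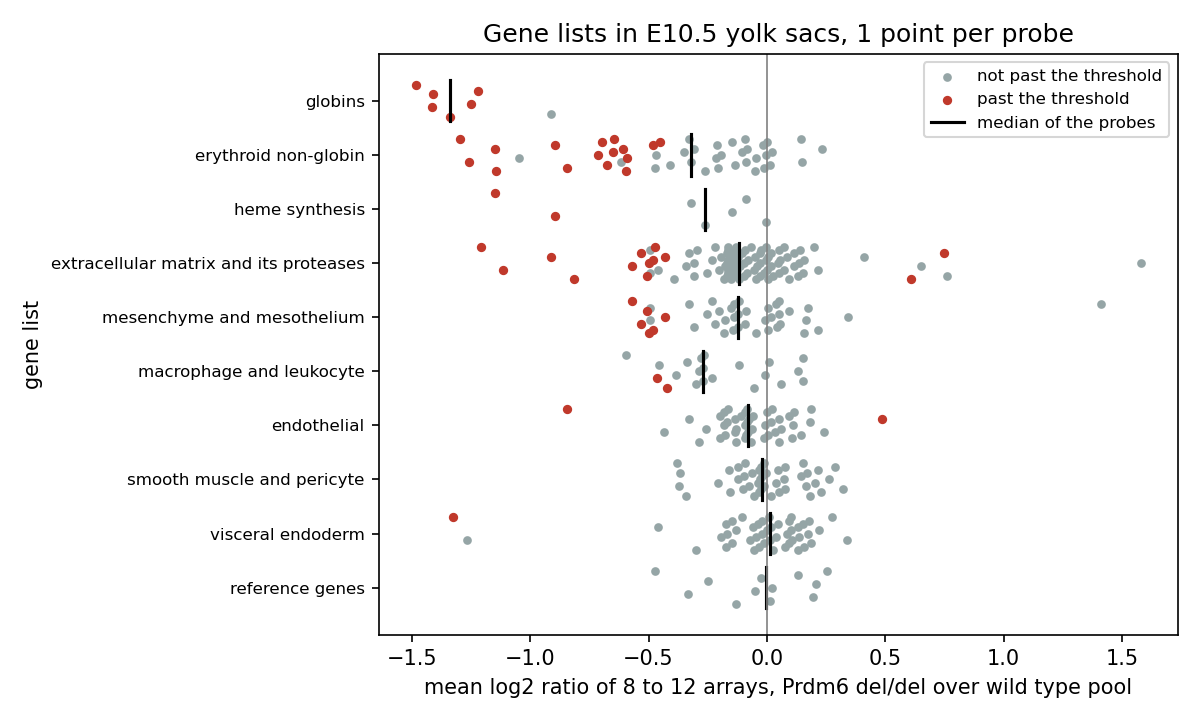
Mean log2 ratio of del/del over the wild type pool (x axis) for each probe of 10 gene lists (y axis), 1 point per probe. Red points passed the threshold, grey points did not, and the black line is the median of the list's probes. The globin probes lie around a median of -1.34, and the reference genes around -0.01.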

Only two genes (*Sfrp1* and *Mtap1b*) were upregulated, while all of the other deregulated genes displayed decreased expression levels in the absence of Prdm6. 

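Of the probes past the threshold, 34 were higher and 186 lower in the *Prdm6* del/del yolk sacs, so that 84.5% were lower. *Sfrp1*, a secreted inhibitor of Wnt signalling, rose by 1.00 on the log2 scale (SD 0.28, n = 12 arrays, higher on 12 of 12, adjusted p = 8.29e-05 from limma). *Map1b*, the microtubule-associated protein that the paper lists as *Mtap1b*, rose by 0.64 (SD 0.24, n = 12, higher on 12 of 12, adjusted p = 0.000698 from limma). Among the probes past the threshold with a gene symbol, the largest rises were those of *Tnnt2*, cardiac troponin T, and *Myl7*, the atrial myosin light chain. Their log2 ratios were 1.50 (SD 0.48, n = 12) and 1.28 (SD 0.50, n = 12), each higher on 12 of 12 arrays (adjusted p = 9.93e-05 and 0.00031 from limma). The list of genes of the embryo proper holds both, and the other 19 of its 21 measured genes did not pass. The adjusted p of the list in camera was 0.0617, and adjusted over the list alone 2 genes rose and 1 fell. Of 3 probes of *Tnc*, 20182 and 3370 rose, by 0.75 and 0.61, and 1958 had a log2 ratio of -0.13 and did not pass. Also higher were *Uchl1*, a neuronal ubiquitin hydrolase, by 0.58, and *Gss*, glutathione synthetase, by 0.52. With consecutive arrays averaged as presumed pairs, neither of the higher *Tnc* probes passed (adjusted p = 0.0527 and 0.0562). Among the lower probes past the threshold with a gene symbol, that of the cartilage collagen gene *Col9a3* had the largest change, with a log2 ratio of -2.53 by probe 17696 (SD 0.67, n = 12, lower on 12 of 12, adjusted p = 3.42e-05 from limma), followed by the matrix protein gene *Smoc2* with -1.62 by probe 3366 (SD 0.47, n = 12, lower on 12 of 12, adjusted p = 4.39e-05 from limma). The medians of the other probes of these genes were 0.08 for *Col9a3* and -0.32 for *Smoc2*, and none of those passed. The kinase gene *Mark3*, the amino acid transporter gene *Slc43a2*, the cap methyltransferase gene *Cmtr1* and the cytokine receptor gene *Il6st* had log2 ratios of -1.45, -1.43, -1.40 and -1.35, each lower on 12 of 12 arrays (adjusted p = 4.53e-05, 0.000115, 4.53e-05 and 4.53e-05 from limma). Their other probes did not pass, with a median of -0.00 for *Mark3*, 0.24 for *Slc43a2*, -0.03 for *Cmtr1* and -0.08 for *Il6st*. After removal of the mean and the dye term, deviations of the lower probes were compared with those of the globin probes, after the values were seen. On replicates 8 and 9, which have the dye code 0, no dye effect was removed. Pearson's r was 0.76 for *Mark3*, 0.985 for *Slc43a2*, 0.72 for *Cmtr1* and 0.53 for *Il6st*, so a fall of these genes themselves is not settled. Counted as genes with at least 1 probe past the threshold, 30 rose and 118 fell. The number of higher probes lay between 18 and 35 when each array was left out in turn, and was 21, 19, 18 and 20 without replicates 1, 6, 7 and 10. It was 22 with no dye term and 0 with limma's robust and trend options both on, against 34 with robust alone and 28 with trend alone.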

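*Sfrp1* (probe 5802), the secreted Wnt inhibitor, *Spon1*, which codes for F-spondin, and *Mmp2*, the matrix metalloproteinase, were measured by 1, 3 and 1 probes. Probe 20037 of *Spon1* fell by 1.12 on the log2 scale (SD 0.28, n = 12 arrays, lower on 12 of 12, adjusted p = 4.53e-05 from limma). The other probes of *Spon1*, 16613 and 16683, had log2 ratios of -0.10 (SD 0.32, lower on 8 of 12) and 0.02 (SD 0.26, higher on 7 of 12), with adjusted p = 0.756 and 0.958 from limma, and did not pass. *Mmp2* (probe 4904) fell by 0.47 (SD 0.20, n = 12, lower on 12 of 12, adjusted p = 0.00162 from limma). The mean log2 ratio of *Sfrp1* was 1.04 over the 5 arrays with del/del in Cy5 and 0.99 over the 5 with del/del in Cy3. For the lower *Spon1* probe the means were -1.12 and -1.11, and for *Mmp2* -0.57 and -0.41. In an exact two-sided sign-flip permutation test of the mean within 1 orientation, each of these 3 probes had p = 0.0625 in both orientations, the smallest p that 5 arrays allow, so this test cannot pass 0.05. The lower *Spon1* probe and *Sfrp1* stayed past the threshold under every setting in which single probes were compared, apart from limma's robust and trend options and each orientation fitted alone, and *Mmp2* lost its call under some others.

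**Figure D2:**
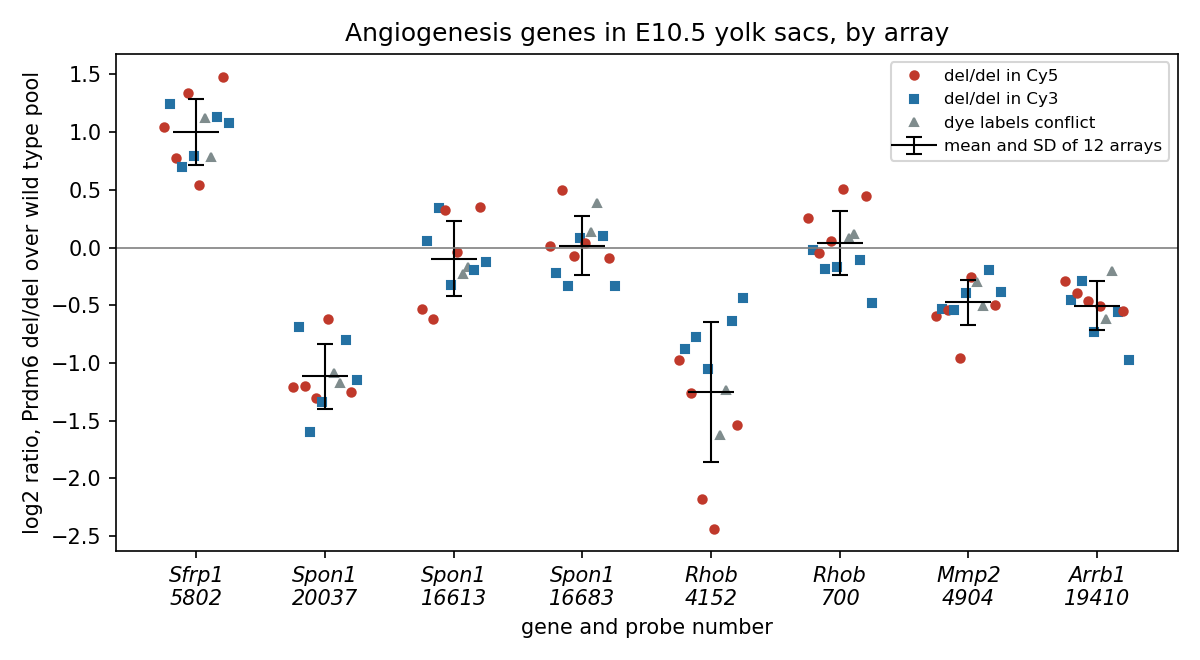
Log2 ratio of del/del over the wild type pool (y axis) on each of 12 arrays for the probes of *Sfrp1*, *Spon1*, *Rhob*, *Mmp2* and *Arrb1* (x axis, gene and probe number). Red circles are arrays with del/del in Cy5, blue squares arrays with del/del in Cy3, grey triangles the 2 arrays whose labels name 1 dye for both channels, and black bars the mean and SD of 12 arrays. All 12 arrays lie above 0 for *Sfrp1* and below 0 for *Mmp2*, while the arrays of probes 16613 and 16683 of *Spon1* lie on both sides of 0.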

Several of the differentially regulated genes have been previously implicated in angiogenesis, such as those coding for the Wnt signaling inhibitor Sfrp1, the extracellular matrix protein F-Spondin, and the matrix metalloproteinase MMP2. Quantitative RT-PCR (qPCR) analysis of selected genes confirmed the microarray data (Figure 5 ), indicating that Prdm6 directly or indirectly controls the expression of a set of genes that are implicated in vascular development, and possibly also in other developmental processes.

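Few genes in the fixed lists for blood vessel walls passed the threshold. Of 34 endothelial genes, *Nrp2*, a receptor for semaphorins and VEGF, rose by 0.49 on the log2 scale (SD 0.41, n = 12 arrays, higher on 11 of 12, adjusted p = 0.0283 from limma) by probe 17269, its probes 286 and 5145 having 0.19 and 0.00 without passing, and *Tal1*, a regulator of blood and endothelium, fell by 0.85 by probe 4812 (SD 0.67, n = 12, lower on 12 of 12, adjusted p = 0.0283 from limma). A further probe of *Tal1*, 2643, had a log2 ratio of -0.00. Outside the lists, and not picked by the rule for named genes, *Esm1* rose by 0.56 (adjusted p = 0.0313 from limma, higher on 11 of 12). *Tgfb3* rose by 0.45 (adjusted p = 0.0106 from limma, higher on 12 of 12). Probe 10273 of *Ace* rose by 0.41 (adjusted p = 0.00386 from limma), while its probes 8824 and 10414 had -0.01 and -0.57 without passing. Of 23 genes of smooth muscle and pericytes, 0 passed in limma, 0 had an unadjusted p under 0.05 with a change over 1.3-fold, and the one-class statistic with sign flips called 0. *Tpm1*, tropomyosin, came closest among them, with a log2 ratio of 0.32 (adjusted p = 0.0722, higher on 10 of 12). Of 63 genes of angiogenic signalling, the chemokine gene *Cxcl12* fell by 0.53 by probe 4382 (SD 0.25, n = 12, lower on 12 of 12, adjusted p = 0.00374 from limma), its other probes having a median of 0.08, *Rhob* fell and *Nrp2* rose, and the median of the list was -0.00. Of the 14 measured angiogenesis regulators that the paper's discussion names, only *Tal1* passed, and the list median was -0.04. In camera, the adjusted p was 0.308 for the endothelial list, 0.784 for smooth muscle, 0.966 for angiogenic signalling and 0.0977 for the discussion's regulators. *Tbp*, the reference gene of the qPCR, had a log2 ratio of -0.05 (SD 0.33, n = 12, lower on 7 of 12, adjusted p = 0.881 from limma). Of 9 reference genes, 0 passed in limma, 0 had an unadjusted p under 0.05 with a change over 1.3-fold, and the sign-flip statistic called 0. With counts adjusted over the list alone, 1 endothelial gene rose and 1 fell, 1 gene of angiogenic signalling rose and 2 fell, 1 regulator fell, and 0 genes of the smooth muscle and reference lists passed. *Nrp2* lost its call without any 1 of replicates 1, 2, 3, 5, 6, 7, 9 and 10, and *Tal1* without any 1 of replicates 2, 3, 4, 6, 9 and 10; with consecutive arrays averaged as presumed pairs, *Nrp2*, *Tal1* and *Cxcl12* did not pass. From the array data together with qPCR of selected genes (Figure 5), the paper reasons that Prdm6 controls, directly or indirectly, a set of genes implicated in vascular development.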

**Figure 5:**
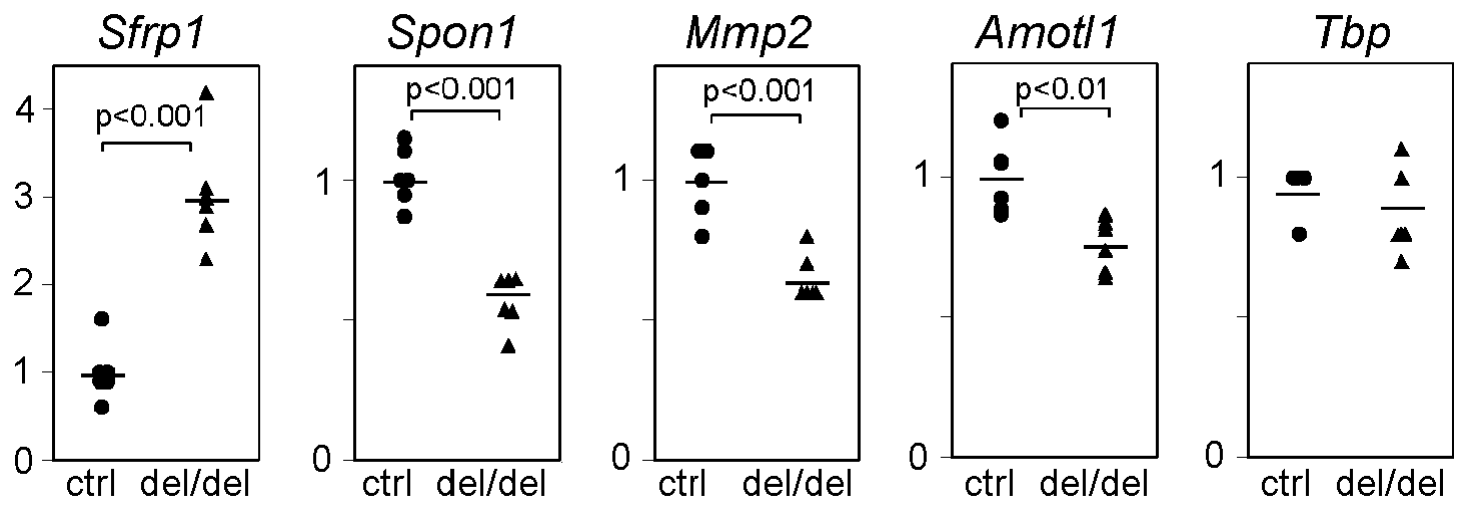
Deregulated expression of angiogenesis genes in *Prdm6*-deficient yolk sacs. Real-time RT-PCR analysis of selected transcripts identified *via* global gene expression profiling analysis (see Fig. S3). The expression values obtained from *Prdm6*-deficient (del/del) yolk sac samples were normalized to the expression values detected in wild type control samples. The housekeeping gene *Tbp* was expressed at equivalent levels in wild type and *Prdm6*-deficient yolk sacs.

## Discussion

In this study we reveal an essential role of Prdm6 for the development of the cardiovascular system. *Prdm6* total knockout embryos (*Prdm6* ^del/del^) die during development with an onset of about E10.5. At later stages, *Prdm6* ^del/del^ embryos display signs of cardiac insufficiency, i.e. edema and progressive heart defects. Anti-CD31 staining revealed that a vessel network is present in Prdm6-deficient yolk sacs, indicating that vasculogenesis is intact in *Prdm6* deficient yolk sacs. However, the small vessel network of Prdm6-deficient yolk sacs displayed an altered patterning with increased vascular diameters and smaller avascular space when compared to wild type yolk sacs. Prdm6 deficiency therefore apparently affects aspects of angiogenesis. Embryonic lethal phenotypes involving intact vasculogenesis, but impaired angiogenesis have been described for mice that are deficient in a variety of genes, such as *Fzd5* [29], *Notch1* [30,31], *Jagged1* [32], *Hey1/Hey2* [33], *Smoothened* [34], *Eph-B4* and *Ephrin-B2* [35], *Angiopoietin* [36], *Tie2* [37], *Smad5* [38], *Quaking* [39], *HIF2*alpha- [40], *VE-PTP* [41], *SCL/Tal-1* [42], and *PI3K p110-α* [43]. Inactivation of those key regulators of angiogenesis results in embryonic death latest by E11.0. Compared to that, *Prdm6* ^del/del^ embryos start to die around E10.5 with clearly reduced but countable numbers still alive and without clear morphological defects at E12.5. All *Prdm6* ^del/del^ embryos that can be identified at E12.5 however are edematous, anemic pale and obviously are deceasing. While the above mentioned gene knockouts of angiogenic key regulators arrest angiogenesis in the yolk sac already at the level of the primitive primary plexus with defective development of the large vessel system, *Prdm6* ^del/del^ yolk sacs do possess large vessels and the observed angiogenesis defect of the small vessel network in *Prdm6* ^del/del^ yolk sacs is rather mild. Thus, it is questionable whether the observed subtle changes in vascular patterning can be responsible for the embryonic lethal phenotype of the Prdm6^del/del^ embryos. It appears likely that *Prdm6*-deficiency might directly induce the observed heart defect that might be the primary cause of embryonic death. Further studies are required to resolve this issue.

Davis et al. proposed that Prdm6 is a transcriptional repressor that suppresses SMC differentiation and promotes SM proliferation [3]. We therefore investigated SMCs in *Prdm6* ^del/del^ total knockout embryos in order to test whether *Prdm6* deficiency might have an effect on SMCs that potentially could contribute to the cardiovascular phenotype. However, we could not detect defects in the overall capacity of *Prdm6*-deficient SMCs to differentiate, proliferate and to be recruited to blood vessels *in vivo*. Moreover, *Prdm6*-deficient ES cells were able to differentiate into the pericyte lineage *in vitro*, to the same extent as wild type ES cells. These findings indicate that Prdm6 function might be required for alternative aspects of SMC function or in additional cell types during vascular development, e.g. the endothelial lineage as has been suggested by Wu et al. [21]. Future experiments are required to address these questions.

Even though we did not detect SMC defects in *Prdm6* ^del/del^ total knockout embryos, we crossed our floxed *Prdm6* allele to a SM22-Cre deleter line which induces Cre-mediated recombination in the SMC lineage [27] but also in other selected cell types such as mesothelial cells in the yolk sac and in cardiomyocytes during early heart development [44-46]. Conditional deletion of *Prdm6* by the SM22-Cre driver did not result in embryonic death, which is an additional indication that *Prdm6*-deficiency in SMCs might not be the main cause for the defect in embryonic development as we observe it in *Prdm6* ^del/del^ total knockout embryos. For the same reason, it is unlikely that Prdm6 plays essential roles in mesothelial cells or cardiomyocytes during early stages of embryonic development. Interestingly however, SM22-Cre driven conditional deletion of *Prdm6* resulted in postnatal death associated with lung hemorrhage. In lung, the expression of SM22-Cre has been demonstrated to be confined to vascular smooth muscle cells [27]. Thus, it might be assumed that smooth muscle cells require *Prdm6* for maintaining pulmonary vessel integrity. Alternatively, however, it cannot be ruled out that SM22-driven deletion of *Prdm6* in cardiomyocytes during early development [45] eventually causes heart failure in newborn mice with subsequent secondary blood congestion and hemorrhage in the lungs. This aspect needs to be addressed by future studies. The cardiovascular phenotype that we observe in the *Prdm6* ^del/del^ total knockout embryos and pulmonary hemorrhage that we observe in the SM22-Cre driven conditional deletion of *Prdm6* are in line with the reported physiological expression of *Prdm6* within the vascular system [3,21]. However, further additional analyses will be necessary to clarify which cell types and which molecular mechanisms are contributing to the cardiovascular defects after total Prdm6 disruption during development or after conditional inactivation of Prdm6 by SM22-Cre.

Prdm6 is a transcription factor that can associate with chromatin-remodeling enzymes, such as heterochromatin protein-1 (HP1-β), histone deacetylases HDAC1, - 2, and -3, the histone acetyltransferase p300, and the histone methyl transferase G9a, to modulate gene expression [3]. In our microarray analysis, we identified approximately 50 significantly deregulated transcripts, among which only two genes were upregulated, while all of the others were downregulated in *Prdm6*-deficient yolk sacs. Considering that Prdm6 was assumed to function as a transcriptional repressor [3], we actually expected more transcripts to be upregulated rather than downregulated in the absence of Prdm6. However, also the related Prdm5 protein was reported to possess the capacity to mediate both negative and positive transcriptional regulation, presumably depending on its interaction with additional transcriptional co-factors [47]. Our microarray data indicate that Prdm6 could also act as both a positive and negative regulator of transcription. 

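Before adjustment, higher and lower probes both appeared in each dye orientation. At an unadjusted p under 0.05 in both orientations, fitted separately with limma, and a change over 1.3-fold, 30 probes were higher and 175 lower in the del/del yolk sacs. After adjustment 0 of these probes passed, and the smallest adjusted p was 0.357. By chance 25.55 probes, of both directions together, would reach such unadjusted p-values with 1 sign, before the fold is asked and if the orientations were independent. The orientations share the yolk sacs and the wild type pool, so they are not independent. Of the probes past the threshold over 12 arrays, 14 were higher and 128 lower on every array with a value. *Syt11*, a synaptotagmin gene, was higher on 12 of 12 arrays by 0.48 by probe 17361 (SD 0.26, adjusted p = 0.00295 from limma), its probes 12358 and 9135 having 0.14 and 0.015 without passing, and *Hoxc8*, a homeobox gene, was lower on 12 of 12, with a log2 ratio of -0.98 (SD 0.36, adjusted p = 0.000355 from limma). The enzyme gene *Ugt1a6a* was lower on 12 of 12, with a log2 ratio of -0.56 (SD 0.16, adjusted p = 0.000143 from limma).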

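The 5 measured genes of the paper's angiogenesis list were *Sfrp1*, *Spon1*, *Mmp2*, *Rhob* and *Arrb1*, of which *Sfrp1* rose and the other 4 fell, each by at least 1 probe; *Amotl1* was not analysed here. *Rhob*, a small GTPase, fell by 1.25 on the log2 scale by probe 4152 (SD 0.60, n = 12 arrays, lower on 12 of 12, adjusted p = 0.000147 from limma). Probe 700 of *Rhob* had a log2 ratio of 0.04 (SD 0.28, n = 12, higher on 6 of 12, adjusted p = 0.859 from limma). *Arrb1*, beta-arrestin 1, fell by 0.50 (SD 0.21, n = 12, lower on 12 of 12, adjusted p = 0.00153 from limma). The mean log2 ratio of the lower *Rhob* probe was -1.68 with del/del in Cy5 and -0.76 with del/del in Cy3, and that of *Arrb1* was -0.44 and -0.60. After removal of the mean and the dye term, the deviations of the lower *Rhob* probe over the 12 arrays followed those of the globin probes with Pearson's r of 0.66 (permutation p = 0.0205), and those of *Arrb1* with 0.68 (permutation p = 0.0144). Spearman's rho was 0.56 (permutation p = 0.0623) and 0.80 (permutation p = 0.00286). In these 4 relations, with *Mmp2* and *Spon1* as the others, the Benjamini-Hochberg adjusted p of r was 0.041 and 0.041, and that of rho was 0.083 and 0.0114. Without the 2 arrays farthest from the median of the globin profile r was 0.43 for *Rhob* and 0.82 for *Arrb1*, so the relation of *Rhob* rests partly on those arrays. For *Mmp2* and *Spon1* r was -0.49 (permutation p = 0.11) and -0.22 (permutation p = 0.496), rho was -0.57 (permutation p = 0.0595) and -0.17 (permutation p = 0.586), and r without those arrays was -0.06 and 0.15. These permutations take the 12 arrays as independent, and no dye effect was removed on replicates 8 and 9, which have the dye code 0. Over the 6 averages of consecutive arrays, r was 0.87 for *Rhob* (exact permutation p = 0.0167, adjusted p = 0.0667), 0.69 for *Arrb1* (exact permutation p = 0.131, adjusted p = 0.261), -0.54 for *Mmp2* (exact permutation p = 0.278) and -0.26 for *Spon1* (exact permutation p = 0.633), so that after adjustment none of the 4 passed 0.05. The study chose this list on these arrays, so its counts are not independent evidence, and they were the same, 1 higher and 4 lower, when adjusted over the list alone.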

Interestingly, among direct or indirect Prdm6 targets, we recognized six genes that were previously associated with angiogenic processes: Sf*rp1* [48], *Spon1* [49], *Rhob* [50,51], *Mmp2* [52,53], *Arrb1* [54], and *Amotl1* [55]. The upregulation of *Sfrp1* in the *Prdm6*-deficient embryos might be of special interest, as Sfrp1 acts as an antagonist of the Wnt/frizzled pathway expressed in smooth muscle cells [56]. Moreover, Wnt/frizzled signaling plays a critical role in distinct steps of embryonic vascular development [57]. For example, disruption of *Frizzled-5* leads to embryonic lethality by E11.5, accompanied by defects in yolk sac angiogenesis [29]. Moreover, deficiency of *Wnt7b* results in postnatal death due to lung hemorrhage caused by vascular leakage and subsequent respiratory failure [58], similar to what we observed upon selective Prdm6 deletion in SMCs using SM22-Cre. 

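*Sfrp1* was the one gene of the Wnt list that passed the threshold. The list holds ligands, receptors, inhibitors and targets of the pathway, of which 46 were measured, and its 68 probes had a median log2 ratio of -0.01 (SD 0.31). Of the others, 45 did not pass in either direction. No gene of the list fell in limma or in the one-class statistic with sign flips, and 1 gene was lower at an unadjusted p under 0.05 with a change over 1.3-fold. *Wnt6*, chosen after its values were seen because the sign-flip statistic called it beside *Sfrp1*, had a log2 ratio of 1.35 over 9 arrays by probe 2467 (SD 1.34, higher on 7 of 9, adjusted p = 0.201 from limma), while its probes 2466 and 10605 had -0.04 and -0.35. *Wnt4* had a log2 ratio of 0.45 over 11 arrays (SD 1.07, higher on 7 of 11, adjusted p = 0.583 from limma) and did not pass, and its spread between arrays exceeded its mean. *Fzd5* and *Wnt7b*, which the discussion relates to vascular defects, had log2 ratios of -0.03 (SD 0.42, lower on 5 of 12, adjusted p = 0.951 from limma) and -0.03 (SD 0.31, lower on 6 of 12, adjusted p = 0.94 from limma). In camera the Wnt list had an adjusted p of 0.784, and adjusted over the list alone 1 gene rose and 0 fell.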

As an independent study has additionally revealed that Prdm6 can directly regulate Wnt4 expression [3], we speculate that Prdm6 might modulate angiogenesis partly through effects on the Wnt/frizzled pathway. Further mechanistic studies are required to test this hypothesis and to understand which target genes are directly or indirectly regulated by Prdm6, thereby also providing hints concerning a potential role of PRDM6 in lymphomagenesis. The present study is a starting point for future investigations of PRDM6 *in vivo* functions with our conditional knockout mouse model being a valuable tool to further define the role of PRDM6 in the cardiovascular system by its selective deletion in e.g. the endothelial lineage or in cardiomyocytes and to study the possible impact of Prdm6 in other physiological processes, such as neurogenesis with which Prdm6 expression has been reported to be associated [22].

## Materials and Methods

### Ethics Statement

All animal work was conducted in accordance with German Federal Animal Protection Laws and approved by the Institutional Animal Care and Use Committee at the Technical University of Munich.

### Generation of *Prdm6* conditional knockout mice and flp/Cre deleter strains

Exon 3 of *Prdm6* was flanked by *loxP* sites *via* homologous recombination in E14K ES cells according to standard procedures [59]. The embryonic stem (ES) cells containing the correctly recombined (rec) *Prdm6* locus (Prdm6^wt/rec^) still also contained the FRT-flanked neomycin resistance selection cassette. Standard ES cell technologies were used to generate germline mutant *Prdm6* ^wt/rec^ mice. Crossing with flp recombinase deleter mice [60] resulted in deletion of the neomycin resistance cassette and produced *Prdm6* ^wt/flox^ mice. The following mouse strains were used: flp deleter mice (Jax human ß-actin FLPe deleter strain B6;SJL-Tg(ACTFLPe)9205Dym/J), Cre deleter mice (Jax human CMV-Cre deleter strain B6.C-Tg(CMV-cre)1Cgn/J), and SM22-Cre (i.e. SM22alpha-Cre) mice (Jax Tg(Tagln-Cre)1Her/J). The mice were housed in a specific pathogen-free facility according to FELASA recommendations (http://www.felasa.eu). Littermates were used in all experiments. 

### Genotyping PCR, RT-PCR and qPCR

For genotyping of the *Prdm6* wt, del and flox alleles, the following primer combinations were used. wt allele: fwd: 5'-agacagaacatcaagaagggtag-3' plus wt rev: 5'-ggcctcctgggaactgattag-3' (260 bp band); del allele: fwd: 5'-agacagaacatcaagaagggtag-3' plus del rev: 5'-ccagatttgtgcaccctttaagc-3' (570 bp); and flox allele: 5'-agacagaacatcaagaagggtag-3' plus flox rev: 5'-gatatcgctagcgggaagttc-3' (380 bp). RT-PCR and qPCR were performed as previously described [61]. The following primer pairs were used: *Prdm6* exon 3 wt allel specific primers (5’-taacagtagttcagtacaggtcg-3’ plus 5’-aagagggagaaattcctgctg-3’), *Prdm6* knockout (del) allele specific primers detecting alternative exon2-exon4-splicing (fwd: 5’-gcatctctgggaggtcgaat-3’ plus rev: 5’-ggtggaagggacgttcaagt-3’). To perform real-time quantitative PCR, the following primer pairs were designed to span exon-exon boundaries: *Sfrp1* (5'-cctgaggactccactttatagccta-3' plus 5'- ggaatcactattaacatacgtgataacatc-3'), *Spon1* (5'-tactcatgcatctgttaaagctacca-3' plus 5'- gttgtacatagatgtggctggacata-3'), *Mmp2* (5'-gtgttcttcgcagggaatgagta-3' plus 5'- cacttcattgtatctccagaacttgtct-3'), *Amotl1* (5'-ccagcggactctggtatcca-3' plus 5'- ggctgaccaacagtatccatattca-3') and *Tbp* (5'-ccaccagcagttcagtagctatga-3' plus 5'-tgctctaactttagcacctgttaatacaac-3'). 

### Southern blot and Northern blot analyses

Southern and Northern hybridizations were performed according to standard protocols [62,63]. For embryonic expression analysis, a Mouse Embryo Full Stage Blot (Seegene, Seoul, Korea) was used. 

### Histology, Immunohistochemistry, and BrdU incorporation assays

To obtain histological sections and perform H&E staining, standard protocols were used, as described previously [64]. For anti-CD31 staining, primary rat anti-mouse CD31 Ab (BD Pharmingen, clone MEC 13.3) was used, followed by fluorescent labeling with a secondary anti-rat Cy2 Ab or anti-rat Cy3 Ab (both from Jackson Immuno Research). To determine the proliferative index in smooth muscle cells of embryos and yolk sacs, pregnant mice were injected intraperitoneally three times every 2 h with 1.5 mg BrdU in 150 µl PBS. Then, the mice were euthanized, and the embryos were sectioned. Epitope retrieval was achieved through boiling in citrate buffer (10 mM citrate, pH 6.0 + 0.05% Tween-20) for 20 min and a subsequent DNase I digestion (DNase I, Roche, grade 2, 1 mg/ml in PBS-Tween) for 1 h at 37°C. The sections were double-stained with a rat anti-BrdU Ab (1:50 in PBS-Tween, Serotec) and mouse anti-SMA Ab (1:500, Sigma clone 1A4) and incubated with the secondary antibodies anti-rat Cy3 (Jackson ImmunoResearch) and anti-mouse IgG2a FITC (Southern Biotech). The samples were analyzed with a Zeiss Axioplan 2 fluorescence microscope.

### ES cell generation and differentiation assays

ES cell clones were obtained according to standard protocols [65], with the addition of the MEK1 inhibitor PD98059 (50 µM, NEB). Differentiation assays were performed as described previously [66]. Briefly, ES cells were co-cultured with OP 9 cells in differentiation medium containing 10% FCS (PAN Biotech) and 10^-4^ M beta-mercaptoethanol (Sigma-Aldrich) in alpha-MEM (Gibco/Invitrogen) and then FACS sorted to detect Flk1-positive, Cadherin-negative lateral plate mesodermal cells (Flk1 Ab: clone AVAS12, eBioscience; Cadherin Ab, clone ECCD2). To achieve mural cell differentiation, 2x10^4^ sorted mesodermal cells were cultivated for 4 days on Collagen IV-coated plates. The cells were fixed in methanol containing 5% DMSO and stained with a monoclonal anti-SMA-Cy3 Ab (Sigma-Aldrich, Clone 1A4).

### cDNA microarray analysis

E10.5 yolk sacs from six *Prdm6* ^del/del^ and six wild type control mice were dissected on ice in DEPC-treated PBS, shock frozen in liquid nitrogen and stored at -80°C. Total RNA was isolated using RNeasy Mini kits (Qiagen), and 400 ng of RNA was amplified according to the instructions of the Target AMP^TM^ 1-Round aRNA Amplification Kit 103 (Epicentre Biotechnologies). Genome-wide cDNA microarrays were generated, hybridized and analyzed as described recently [67]. The selection of significantly differentially expressed genes showing reproducible up- or down-regulation included less than 5% false positives (FDR) in combination with fold changes of >1.3. The expression data were submitted to the GEO database (GSE9065), where a full description of our microarray results is also available (GPL4937).

## Supporting Information

Figure S1 **Generation of a conditional *Prdm6* allele.** (**A**) Amino acid sequence of the murine Prdm6 protein according to GenBank accession number NP_001028453. Two methionine start residues are indicated by circles: the first corresponds to the sequence proposed by Wu et al. [21], the second was described by Davis et. al [3] . The PR domain in the central part of the sequence is indicated in bold, whereas the zinc finger region is underlined. Exon-exon borders are marked with dashed vertical lines, and exon numbers are given to indicate by which exons the different parts of the protein are encoded. (**B**) Targeting strategy for homologous recombination at the *Prdm6* locus. The region containing exon 3 of the Prdm6 wt locus, the targeting vector and the distinct recombinant alleles (rec, flox, del) are shown. The restriction fragment lengths produced by Afl II digestion are indicated for the various wt and recombinant alleles. The homology arms for recombination are drawn as strong lines and the probe region used for Southern blot analysis is indicated. LoxP sites are represented by triangles, the neomycin selection cassette by NEO and the FRT sites by closed circles. Homologous recombination in ES cells produced the recombinant (rec) locus containing the *LoxP*-flanked exon 3 region and the FRT-flanked NEO cassette. ES cells carrying the rec locus were then transferred into the germ line of mice. Crossing mice with the rec locus with flp deleter mice resulted in deletion of the NEO cassette and generated the flox allele. Crossing flox mice with Cre deleter mice resulted in the deletion of exon 3, thus generating the del allele. (**C**) Southern blot analysis of genomic DNA from thymi of mice with the respective genotypes demonstrated the presence of the expected allele sizes, as defined in (B). Genomic DNA was digested with AflII and hybridized with the probe as depicted in (B). (**D**) RT PCR analysis using cDNA from yolk sacs of the indicated genotypes as templates. The wild type *Prdm6* transcript was amplified using a forward primer that specifically binds to the *Prdm6* exon 2-exon 3 splice fusion site and therefore cannot anneal to the exon 3-deficient knockout (del) allele. The *Prdm6* knockout (del) transcript was amplified using a forward primer that specifically binds to the alternatively spliced exon2-exon 4 fusion site that is only present in the knockout (del) allele but not in the wild type allele.
(PDF)

Figure S2 **Quantitative morphometric analysis of the yolk sac vasculature.** The vascular networks of a representative wild type control (A) and a *Prdm6* knockout (B) yolk sac were analyzed by measuring the avascular space (i.e. intercapillary space) and mean vessel diameters. The left panel shows the original image of the anti-CD31 stains of whole mount yolk sacs. The white areas in the center panels indicate the avascular spaces as measured by the histogram function of the Photoshop CS6 software. The right panels indicate all points where vessel diameters were measured using the ruler function of Photoshop CS6 software. Vessel diameters were determined in between all branching points. Scale bars correspond to 200 µm.
(PDF)

Figure S3 **Heat plot of gene expression profiles from yolk sacs of *Prdm6*-deficient embryos.** One dye-flip pair represents two experimental replicates of each of the six analyzed E10.5 yolk sacs. Official gene symbols are given. The scale bar indicates the mean ratio of fold induction. Red indicates upregulated and green downregulated genes in *Prdm6* ^del/del^ yolk sacs compared to wild type control yolk sacs.
(PDF)

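Figure S3 gives for each gene 6 columns, 1 per yolk sac, and a mean ratio, written as a fold with a minus sign for genes that are lower in del/del yolk sacs. For the 39 entries whose gene has a probe here, the deposited log2 ratios were averaged over the arrays and turned into such signed folds. In 35 of 39 a probe of the gene met the printed mean ratio within 0.01. Those include *Slc4a1*, *Alas2*, *Mark3* and the 4 entries of *Hba-a1*. The alpha globin gene *Hba-a1* has 6 probes, of which 5 passed the threshold; the lowest, probe 15520, had a log2 ratio of -1.48 (SD 0.70, n = 12 arrays, lower on 12 of 12, adjusted p = 0.000698 from limma), and the one that did not pass, probe 15359, had -0.91 (SD 0.76, n = 12, lower on 11 of 12, adjusted p = 0.0656 from limma). Of 36 genes of the figure with a probe here, 32 had a probe past the threshold. The other 12 entries name genes not analysed here. The figure's own tags are not part of the deposited values, so entries were matched to probes by gene symbol.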

# Supplementary material for: Prdm6 Is Essential for Cardiovascular Development In Vivo
**Source:** PLoS One. 2013 Nov 21;8(11):e81833. doi: 10.1371/journal.pone.0081833

A

M KPGDPGGS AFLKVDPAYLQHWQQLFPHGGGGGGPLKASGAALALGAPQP
 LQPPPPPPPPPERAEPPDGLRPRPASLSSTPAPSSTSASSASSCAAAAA
 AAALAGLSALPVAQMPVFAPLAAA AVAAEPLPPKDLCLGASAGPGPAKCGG
 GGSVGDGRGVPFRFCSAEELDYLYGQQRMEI I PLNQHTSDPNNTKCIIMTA
 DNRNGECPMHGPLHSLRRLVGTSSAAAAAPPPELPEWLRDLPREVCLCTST
 VPGLAYGICAAQRIQOGTWIGPFQGVLLSPEKVQTVVVRNTQHLWETDQD
 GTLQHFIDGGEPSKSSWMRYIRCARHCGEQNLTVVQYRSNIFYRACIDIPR
 GTELLVWYND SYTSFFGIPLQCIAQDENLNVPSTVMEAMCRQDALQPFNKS
 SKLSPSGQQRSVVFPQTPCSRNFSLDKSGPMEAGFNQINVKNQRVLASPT
 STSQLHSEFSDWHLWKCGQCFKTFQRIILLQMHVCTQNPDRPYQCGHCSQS
 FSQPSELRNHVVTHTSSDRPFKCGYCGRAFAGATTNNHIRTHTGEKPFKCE
 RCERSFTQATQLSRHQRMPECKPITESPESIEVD

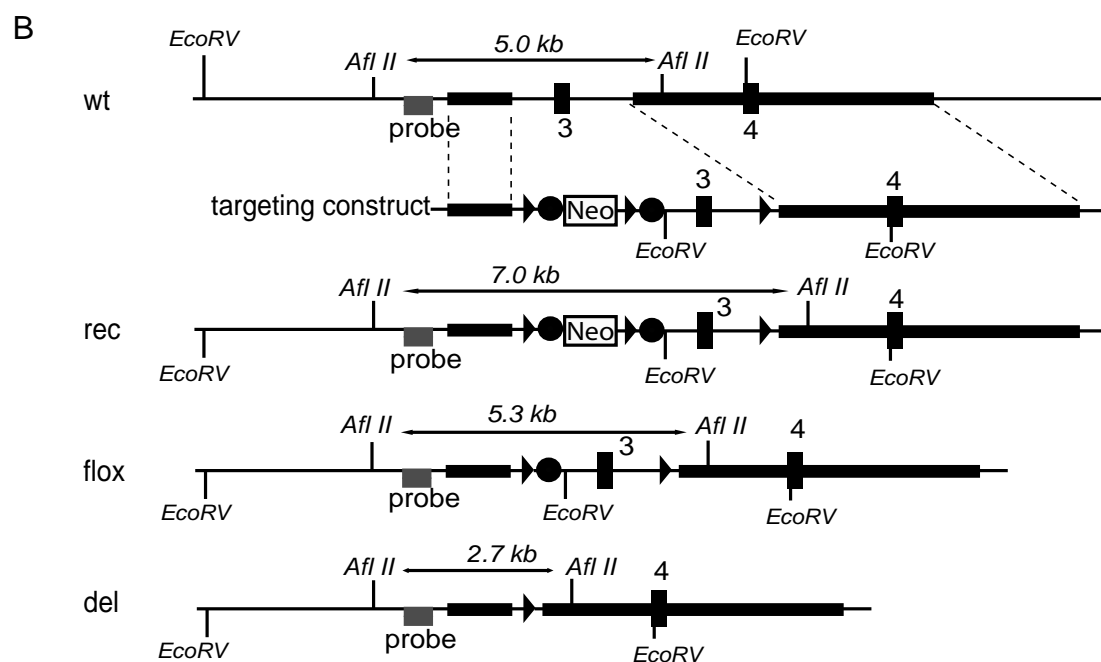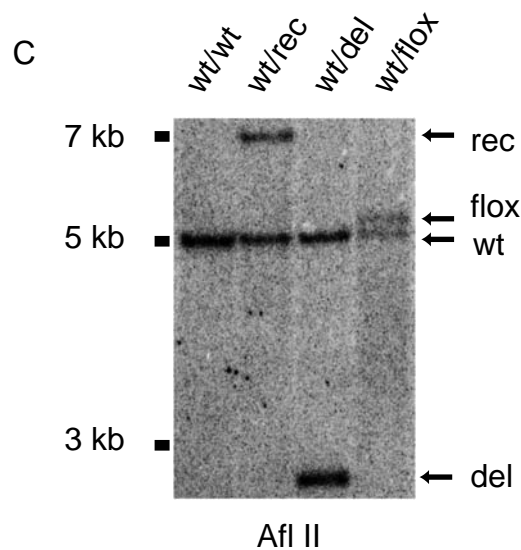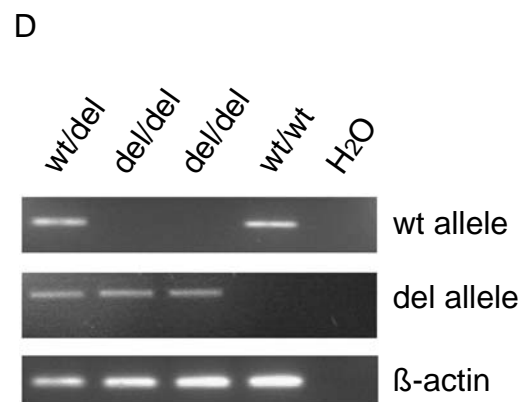

**Supplement:** Figure S1 — Generation of a conditional Prdm6 allele. (A) Amino acid sequence of the murine Prdm6 protein according to GenBank accession number NP_001028453. Two methionine start residues are indicated by circles: the first corresponds to the sequence proposed by Wu et al. [21], the second was described by Davis et. al [3] . The PR domain in the central part of the sequence is indicated in bold, whereas the zinc finger region is underlined. Exon-exon borders are marked with dashed vertical lines, and exon numbers are given to indicate by which exons the different parts of the protein are encoded. (B) Targeting strategy for homologous recombination at the Prdm6 locus. The region containing exon 3 of the Prdm6 wt locus, the targeting vector and the distinct recombinant alleles (rec, flox, del) are shown. The restriction fragment lengths produced by Afl II digestion are indicated for the various wt and recombinant alleles. The homology arms for recombination are drawn as strong lines and the probe region used for Southern blot analysis is indicated. LoxP sites are represented by triangles, the neomycin selection cassette by NEO and the FRT sites by closed circles. Homologous recombination in ES cells produced the recombinant (rec) locus containing the LoxP-flanked exon 3 region and the FRT-flanked NEO cassette. ES cells carrying the rec locus were then transferred into the germ line of mice. Crossing mice with the rec locus with flp deleter mice resulted in deletion of the NEO cassette and generated the flox allele. Crossing flox mice with Cre deleter mice resulted in the deletion of exon 3, thus generating the del allele. (C) Southern blot analysis of genomic DNA from thymi of mice with the respective genotypes demonstrated the presence of the expected allele sizes, as defined in (B). Genomic DNA was digested with AflII and hybridized with the probe as depicted in (B). (D) RT PCR analysis using cDNA from yolk sacs of the indicated genotypes as templates. The wild type Prdm6 trans

# Supplementary material for: Prdm6 Is Essential for Cardiovascular Development In Vivo
**Source:** PLoS One. 2013 Nov 21;8(11):e81833. doi: 10.1371/journal.pone.0081833
**Supplement:** Figure S2 — Quantitative morphometric analysis of the yolk sac vasculature. The vascular networks of a representative wild type control (A) and a Prdm6 knockout (B) yolk sac were analyzed by measuring the avascular space (i.e. intercapillary space) and mean vessel diameters. The left panel shows the original image of the anti-CD31 stains of whole mount yolk sacs. The white areas in the center panels indicate the avascular spaces as measured by the histogram function of the Photoshop CS6 software. The right panels indicate all points where vessel diameters were measured using the ruler function of Photoshop CS6 software. Vessel diameters were determined in between all branching points. Scale bars correspond to 200 µm.

A control

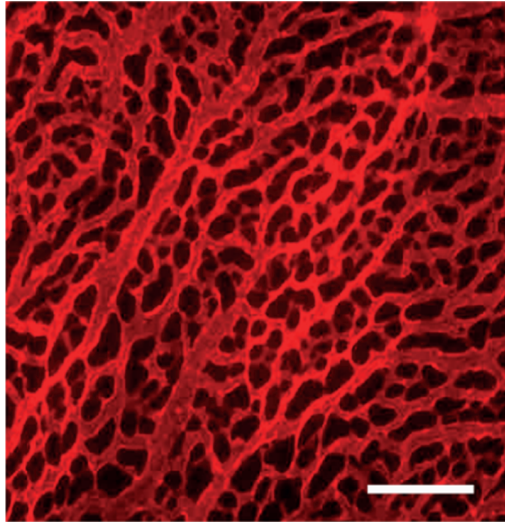

original anti-CD31 stain

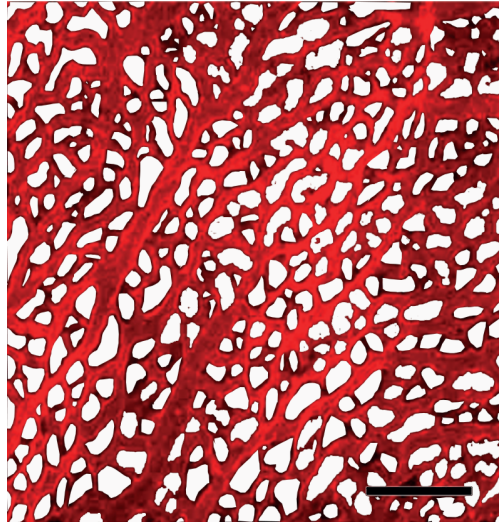

Avascular Space: 33.4 %

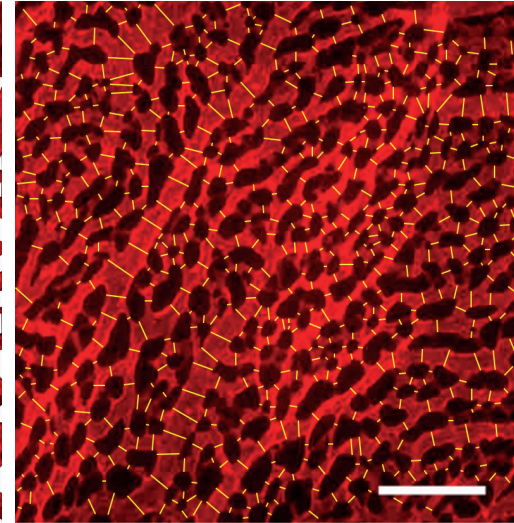

Mean Vessel Diameter: 16.6 μm

B del/del

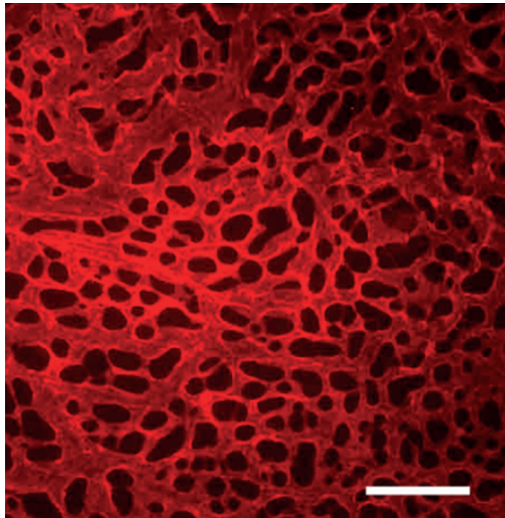

original anti-CD31 stain

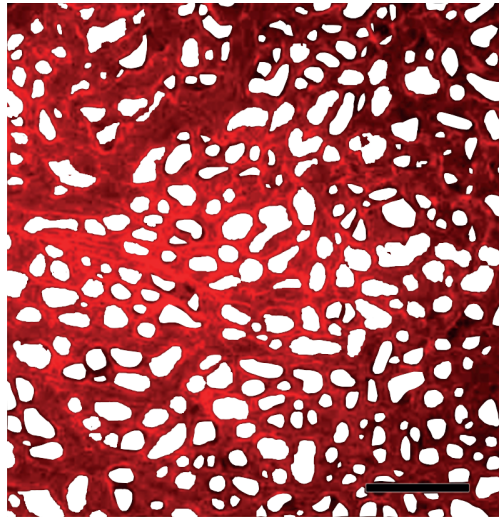

Avascular Space: 28.3 %

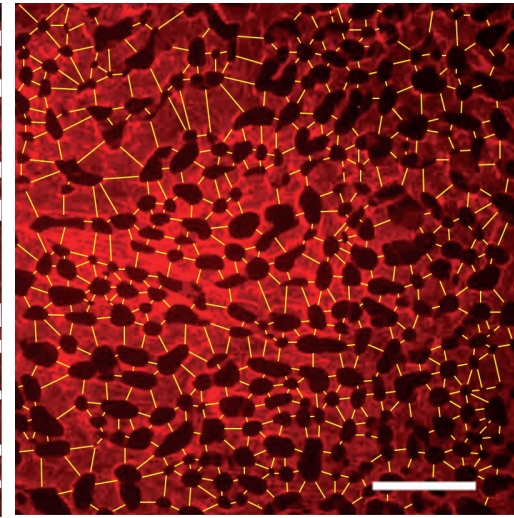

Mean Vessel Diameter: 21.3 μm

# Supplementary material for: Prdm6 Is Essential for Cardiovascular Development In Vivo
**Source:** PLoS One. 2013 Nov 21;8(11):e81833. doi: 10.1371/journal.pone.0081833
**Supplement:** Figure S3 — Heat plot of gene expression profiles from yolk sacs of Prdm6-deficient embryos. One dye-flip pair represents two experimental replicates of each of the six analyzed E10.5 yolk sacs. Official gene symbols are given. The scale bar indicates the mean ratio of fold induction. Red indicates upregulated and green downregulated genes in Prdm6 del/del yolk sacs compared to wild type control yolk sacs.

Prdm6^{del/del} vs *Prdm6*^{wt/wt}

Mean ratio	1	2	3	4	5	6	Array TAG ID	Gene symbol	Comment
1,56							MG-6-30j4	Mtap1b	Microtubule-associated protein 1 B
2,00							MG-16-171f10	Sfrp1	Secreted frizzled-related sequence protein 1
-2,70							MG-8-117j20	Man2b2	mannosidase 2, alpha B2
-2,17							MG-8-73p2	Spon1	Spondin 1, (f-spondin) extracellular matrix protein
-1,77							MG-4-6h18	Ifitm3	Interferon induced transmembrane protein 3
-2,72							MG-14-64n9	Mark3	MAP/microtubule affinity-regulating kinase 3
-2,38							MG-15-214i1	Rhob	Ras homolog gene family, member B
-2,40							MG-3-97p3	Hemt1	hematopoietic cell transcript 1
-1,84							MG-8-29b14	Dctn2	Dynactin 2
-2,22							MG-4-3e6	Alas2	Aminolevulinic acid synthase 2, erythroid
-2,36							MG-8-55p15	Iqcf4	IQ motif containing F4
-2,48							MG-4-146n10	Plcl2	Phospholipase C-like 2
-2,69							MG-4-145f7	Scl43a2	solute carrier family 43, member 2
-2,09							MG-3-16e23	Slc9a9	Solute carrier family 9, isoform 9
-2,43							Fbxo32	Fbxo32	F-box only protein 32,3
-2,04							MG-8-71j2	Nup155	Nucleoporin 155
-1,80							MG-4-146i20	Clptm1	Cleft lip and palate associated transmembrane protein 1
-1,93							MG-3-18a15	CR521370	
-2,61							MG-4-3b2	Hba-a2	hemoglobin alpha, adult chain 2
-2,23							MG-4-4k23	E030041M21Rik	
-2,49							MG-68-143l7	Hbb-b2	hemoglobin, beta adult minor chain
-2,67							MG-4-3k1	Hba-a1	Hemoglobin alpha, adult chain 1
-1,71							MG-8-40g12	Rad9	RAD9 homolog
-2,71							MG-47-1h17	Hbb-bh1	Hemoglobin Z, beta-like embryonic chain
-2,31							MG-15-3b23	Col11a1	Procollagen, type XI, alpha 1
-2,49							MG-8-42b9	H3f3a	H3 histone, family 3A
-2,39							MG-8-11g1	Slc4a1	Solute carrier family 4 (anion exchanger), member 1
-2,51							MG-4-6d16	Tap1	Transporter 1, ATP-binding cassette, sub-family B
-1,97							Hoxc8	Hoxc8	Homeo box C8
-2,54							MG-4-4h13	Grrp1	glycine/arginine rich protein 1
-1,87							MG-8-117l6	Rpl11	Ribosomal protein L11
-2,63							MG-4-86f7	Hb2-a2	hemoglobin alpha, adult chain 2
-2,66							MG-4-147o3	Hba-a1	Hemoglobin alpha, adult chain 1
-2,55							MG-4-5j21	Il6st	Interleukin 6 signal transducer
-2,43							MG-8-86g2	1110017116Rik	
-2,33							MG-8-40d4	Hba-a1	Hemoglobin alpha, adult chain 1
-1,39							MG-15-2j1	Mmp2	Matrix metalloproteinase 2
-1,48							MG-4-5e2	Ugt1a6	UDP glycosyltransferase 1 family, polypeptide A6
-1,40							MG-8-13e2	Xrn1	5'-3' exoribonuclease 1
-1,62							MG-3-10n5	Nudt4	Nudix (nucleoside diphosphate linked moiety X)-type motif 4
-2,10							MG-8-84a9	Eraf	Erythroid associated factor
-2,80							MG-4-2e20	Hba-a1	Hemoglobin alpha, adult chain 1
-1,42							MG-16-108a19	Mbnl1	Muscleblind-like 1
-2,64							MG-4-146d10	Tysnd1	Trypsin domain containing 1
-1,42							MG-8-16n9	Arrb1	Arrestin, beta 1
-1,54							MG-8-96d13	2210411K11Rik	
-2,64							MG-4-3k8	1300018l05Rik	
-1,49							MG-4-148g1	Hist2h3c2	Histone 2, H3c2
-1,32							MG-3-3f8	Amotl1	Angiomotin-like 1
-1,60							MG-3-218p12	Car2	Carbonic anhydrase 2
-2,45							MG-4-5m17	Hba-a2	hemoglobin alpha, adult chain 2

How the deposited data were processed for this re-analysis (not part of the article)

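Gene expression was measured in yolk sacs of 6 *Prdm6* del/del embryos at E10.5 on 12 cDNA microarrays with 2 channels each, against 1 pool of 6 wild type yolk sacs. The authors deposited 1 log2 ratio per probe and array, already normalized, and the normalization is not described with the values. Whether an array carried del/del in Cy5 or Cy3 was taken from its labels, 5 arrays each, and 2 arrays with the same dye named for both channels were given the dye code 0, although the sign of their extreme values is that of del/del in Cy3 (replicate 8) and Cy5 (replicate 9). The values were used as deposited. By the rule fixed beforehand, arrays would be turned by their dyes if arrays of opposite orientation did not correlate above 0. Over all probes their median Pearson correlation was -0.115 (-0.193 to 0.0159), against 0.124 for arrays of the same orientation. This rule was set aside, because the signed mean ratios of Figure S3 show that the deposited ratios already run from wild type to del/del on every array. The turned version is among the alternatives. The highest correlation of deviations between any 2 arrays was 0.193, so no pair of arrays held the same values.

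The table holds 20794 probes, of which 18157 have a value on every array. Between 293 and 783 values are missing per array. On the log2 scale 480 values of 388 probes lie beyond 8 in size, at 1 value per array (2 on replicate 11), above 0 where del/del is labelled Cy5 and below 0 where it is labelled Cy3; they were kept, and set to missing in an alternative. Spot intensities were not used here, so signal over background is not known, and the number of arrays limits the precision. Gene symbols came from the array's annotation, updated by gene ID through an annotation of GRCm38.p6; 12771 probes had 1 symbol, 0 several and 8023 none. Probes of a gene were tested separately, and a gene was counted as higher or lower if at least 1 of its probes passed.

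Each probe with a value on at least 8 arrays (20516 probes) was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, as the mean log2 ratio against 0 with a dye term, on all 12 arrays. Probes were taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with a change over 1.3-fold, the numerical thresholds of the paper's methods. The design gives each yolk sac 2 arrays, but the labels do not say which, so arrays were not averaged or blocked by yolk sac in the reported values. Consecutive replicate numbers have opposite dyes if replicates 8 and 9 carry those of their extreme values. Over 217 of the probes past the threshold, deviations from the fit correlated in such pairs with a mean r of 0.38 (0.17 to 0.58), the highest of 720 pairings, and over 18157 probes with a mean r of 0.00, with 223 pairings as high. An alternative averages these pairs, and permutations over 12 arrays ignore them. On replicates 8 and 9, with the dye code 0, no dye effect was removed from the deviations. Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation) and fry on probes with a value on every array. fry tests whether the genes of a list move one way on balance and does not compare the list with others. The lists were globins, other erythroid genes, heme synthesis, endothelium, smooth muscle and pericytes, visceral endoderm, mesenchyme and mesothelium, macrophages and leukocytes, megakaryocytes and platelets, the embryo proper, trophoblast and decidua, the paper's angiogenesis genes, the regulators of its discussion, angiogenic signalling, Wnt signalling, extracellular matrix, the Prdm family, chromatin partners of Prdm6, hypoxia and glycolysis, cell cycle, iron and oxygen stress, the interferon response, and reference genes. The lists, thresholds, tests and most alternatives were fixed before the data were examined.

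Named genes are the 10 probes with a symbol with the largest and the 10 with the smallest mean log2 ratio among those past the threshold with 1 sign on all arrays, the genes that the paper names on the arrays, every gene of Figure S3, and members of the lists, at most 4 per list by smallest adjusted p among those past the threshold, and otherwise the 2 with the smallest adjusted p. The 10 largest and the 10 smallest thus have 1 sign on all arrays by their selection. The values of Figure S3 were seen before. For the angiogenesis genes, the mean within each orientation was tested by exact two-sided sign-flip permutation.

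The alternatives were centring and scaling of arrays, no dye term, other dyes for the 2 arrays, the 10 arrays with unambiguous labels, each orientation alone, other minimums of arrays, leaving out each array, a one-class statistic with 100 sign flips, robust and trend options, no fold threshold, 1.5-fold, treat, and probes of a gene averaged. Added later were extreme values as missing, 1 sign on every array, the robust and the trend option singly, arrays turned by their dyes, 6 and 6 arrays by orientation, consecutive arrays averaged as pairs (a replicate block), and leaving out probes that follow the globins.

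The scripts were tested on simulated data: 20516 probes, drawn for the comparison of del/del with the wild type pool, with 200 changed. limma recovered 47% of 100 probes changed by 0.5 on the log2 scale and 90% of 100 changed by 1, with 6 false calls among 143. The simulated arrays were independent, with no shared yolk sac and no error of the wild type pool. The share of false calls in the real data therefore cannot be read from them. The sign-flip statistic recovered 3% and 84%. Fitting each orientation alone recovered 0% of either. A simulated list of 30 probes shifted by -0.3 was called, and 0 of 10 lists without a shift were. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. *Prdm6*, *Amotl1* and some other genes of Figure S3 were not analysed here.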

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

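The tests of explanations in this part and the averaging of consecutive arrays were chosen after the results were seen, and the criteria of those on the dyes and on embryo tissue were revised with their values known.

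Among probes of the named genes past the threshold, 25 belong to genes that are not in Figure S3, 9 higher and 16 lower in del/del yolk sacs. Higher on 12 of 12 arrays were *Tnnt2* (1.50 on the log2 scale), *Myl7* (1.28) and *Tnnc1* (0.46, adjusted p = 0.00916 from limma). Also higher on 12 of 12 were 2 of 3 probes of *Tnc* (0.75, adjusted p = 0.0013, and 0.61, adjusted p = 0.00121; -0.13 by the other), *Uchl1* (0.58, adjusted p = 0.00555), *Gss* (0.52, adjusted p = 0.00115) and 1 of 3 probes of *Syt11* (0.48, adjusted p = 0.00295). *Nrp2* was higher on 11 of 12 by 1 of 3 probes (0.49, adjusted p = 0.0283). Lower were erythroid genes, namely *Kel* (-1.14), *Fech* (-0.89; a further probe -0.32), *Tal1* (-0.85; a further probe -0.00) and *Add2* (-0.71, adjusted p = 0.000444), each on 12 of 12. Also lower were *Col9a3* (-2.53; median of its other probes 0.08), *Smoc2* (-1.62; other probe -0.32), *Dcn* (-0.57) and *Cxcl12* (-0.53; median of its other probes 0.08) on 12 of 12, *Col5a1* (-0.50, adjusted p = 0.0238) and *Col1a1* (-0.43, adjusted p = 0.0292) on 11 of 12, each with a further probe that did not pass (-0.18 and -0.20), and *Col3a1* (-0.51) on 9 of 12. *Alb* (-1.33, adjusted p = 0.00109), *Lyz2* (-0.47, adjusted p = 0.0337) and *Laptm5* (-0.42, adjusted p = 0.0294) were lower on 11 of 12, *Pf4* (-0.72, adjusted p = 0.0187) on 10 of 12, and *Cdc6* (-0.41, adjusted p = 0.0313; other probe -0.12) on 12 of 12. With consecutive arrays averaged as presumed pairs, 13 of the 25 did not pass, namely those of *Tnnc1*, *Tnc* (2 probes), *Nrp2*, *Tal1*, *Cxcl12*, *Col5a1*, *Col1a1*, *Alb*, *Lyz2*, *Laptm5*, *Pf4* and *Cdc6* (adjusted p from 0.0527 to 0.213). The other adjusted p-values are from limma over arrays and are too small, since the labels do not tie arrays to yolk sacs.

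The globin and erythroid genes were lower together. A bias of 1 dye would change sign between the orientations, and is argued against by medians of -1.11 and -1.33 over all 7 globin probes and of -0.28 and -0.29 over all 47 other erythroid probes, with del/del in Cy5 and in Cy3, and by camera with a dye term in the fit and an estimated correlation (adjusted p = 0.0152 and 0.0011). Less blood in the del/del yolk sac RNA, whether lost at dissection or never formed, predicts a fall of leukocyte genes by about as much as the globins. The macrophage and leukocyte probes had a median log2 ratio of -0.27 against -1.34 for the globins, with 2 of 15 genes past the threshold. The megakaryocyte and platelet probes also fell less, with a median of -0.21 (SD 0.26 between probes) and 1 of 8 genes past the threshold. The tissue's own macrophages carry the leukocyte genes as well, and how far dim probes can move is not known without intensities. Less blood therefore cannot be told apart from less globin and erythroid RNA per red cell, and a difference between the genotypes in the number or maturation of red cells remains untested.

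For 41 genes outside the globin and erythroid lists, a probe fell and another probe of the same gene did not pass. The other probes had a median log2 ratio of -0.06, against -0.77 for the lower ones. For 25 of 41 genes the 95% interval of at least 1 other probe lies above a fall of 0.5 times the size, which argues against a too variable probe for those. The intervals take the 12 arrays as independent and are too narrow, so a too variable probe is not excluded. A dim spot pressed towards 0 also stays open without intensities. Over the 12 arrays the deviations of the lower probes followed those of the globin probes more closely than did the other probes of the same genes, with a median difference in r of 0.22 (permutation p = 0.00239 over genes, which are not independent; 0.32 with Spearman's rho, permutation p = 0.00031; 0.21 without the 2 arrays farthest from the globin median, permutation p = 0.00646). Of all 186 lower probes past the threshold, globin probes included, 82 had an r above 0.5 with the globin probes (44.1%), against 10.2% of all tested probes. On replicates 8 and 9, which have the dye code 0, the deviations still hold any dye effect. A candidate explanation is that some lower probes report a globin or another red-cell transcript, although a red-cell transcript of the gene itself would look the same. Among the lower probes with an r above 0.5 are *Rhob* probe 4152 and the lower probes of *Slc43a2*, *Mark3*, *Cmtr1* and *Il6st*. For *Rhob* the relation did not pass over averages of consecutive arrays (exact permutation, adjusted p = 0.0667). Which transcript these probes report was not tested.

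The cardiac muscle genes *Tnnt2* and *Myl7* were higher, by 1.50 and 1.28 on the log2 scale. Tissue of the whole embryo carried over with the yolk sac would raise neural genes too. The 22 neural probes of the fixed list had a median of -0.0504 (SD 0.17), and 0 of them passed as higher. Outside that list *Uchl1* (0.58), *Map1b* (0.64), *Syt11* (0.48 by 1 of 3 probes) and *Nr2f1* (0.99) rose. These genes were counted because they had passed as higher, so they cannot decide the question. A carry-over of embryo tissue stays open. Heart tissue carried over would raise *Actc1*, *Myh7*, *Myl2* and *Tnni3*, whose median was 0.36 with adjusted p from 0.186 to 0.555 in limma, so they lie above 0 without passing. Outside the list the cardiac genes *Tnnc1* (0.46, adjusted p = 0.00916) and *Myl4* (0.64, adjusted p = 0.0214) passed in limma and go with heart tissue. Both were taken from probes past the threshold, so they do not test it. A carry-over of embryo or heart cannot be told apart from cardiac gene expression in the yolk sac itself, because both would raise the same cardiac transcripts. Spot intensities, which set how far a dim probe can move, were not used here. A difference between the genotypes stays open and was not tested in other samples.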

How the results depend on the processing

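The settings named here as added, namely 1 sign on every array, arrays turned by their dyes, 6 and 6 arrays, the replicate block and leaving out globin-following probes, were chosen after the data were seen. The labels do not name the paired arrays, so the replicate block averages consecutive arrays as presumed pairs. Under the settings that compared single probes (75 to 102 named probes each; arrays turned, 6 and 6 arrays and leaving out globin-following probes gave counts alone), none changed direction while past the threshold; of the 62 past it, 27 stayed so under those settings, apart from robust and trend and each orientation alone, and 52 when each array was left out in turn; *Cdc6*, *Col1a1*, *Col5a1*, *H3c15*, *Laptm5*, *Lyz2*, *Mbnl1*, *Nrp2*, *Pf4* and *Tal1* did not. Where no cause is given, the cause was not tested. The count of 220 probes became 132 at 1.5-fold, 69 with treat, 142 with 1 sign on every array, 113 with the replicate block (16 named probes lost their call, among them *Alb*, *Cxcl12*, *Tnnc1* and both higher probes of *Tnc*), 137 without globin-following probes and 1521 when turned by the dyes (20 shared), and 0 with robust and trend, each orientation alone, and 6 and 6 arrays (479, 205 and 219 at an unadjusted p under 0.05 with the fold; smallest adjusted p in limma 0.39, 0.357 and 0.152), but 220 with robust and 212 with trend singly, both added later. Fitting an orientation alone also recovered no simulated change, so its 0 says nothing on stability. The 34 higher probes became 22 with no dye term, 20 with channel 2 dyes, 21 with 10 arrays, 52 with no fold threshold, 13 at 1.5-fold, 3 with treat, 14 with 1 sign, 10 with the block, 1022 turned, and 0 where the total was 0; leaving out an array gave 18 to 35, with 21, 19, 18 and 20 without replicates 1, 6, 7 and 10. The 186 lower probes became 119 at 1.5-fold, 66 with treat, 499 turned, 103 with the block, 104 without globin-following probes and 0 as before. The 14 lower erythroid genes became 4 with treat, 8 with the block and 0 with robust and trend and each orientation alone. The 10 lower matrix genes became 5 with 10 arrays, 4 at 1.5-fold, 2 with treat, 5 with 1 sign, 5 with the block and 0 in the same settings, and 5 to 11 without 1 array (5 or 6 without replicates 1, 2, 3, 4, 5, 6, 7, 9 and 10). The 5 lower mesenchyme genes became 2 with 10 arrays, 2 with sign flips, 0 at 1.5-fold, 0 with treat, 2 with probes averaged, 2 with 1 sign, 2 with the block and 0 in the same settings, and 2 to 6 without 1 array (2 or 3 without the same replicates). In camera, an estimated correlation ended the calls of the matrix (adjusted p = 0.105), mesenchyme (0.106) and macrophages (0.066), and averaged probes brought those of the embryo proper (0.0375) and megakaryocytes (0.043) past 0.05. Of the 35 entries of Figure S3 met as log2, 0 were met as natural log, log10 or linear values and 2 by the median of arrays. Signal over background is not known.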

Differences from the paper's values

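The paper reports 51 differentially expressed genes, and 220 probes passed here at its numerical thresholds (a false discovery rate under 5% and over 1.3-fold). Of these, 158 stand for 30 higher and 118 lower genes and 62 have no symbol. The paper's methods also name reproducible up- or down-regulation, for which its text gives no rule, so the 2 selections are not the same. With 1 sign on every array, an alternative added later, 142 probes passed, 14 higher and 128 lower. The 51 entries of Figure S3 carry 47 distinct gene symbols, and the count here is of probes. Of the alternatives set before the data were examined, only treat against 1.3-fold comes within 1.5 times of the paper's count, with 69 probes; the others gave 0 or between 132 and 269.

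The paper reports 2 genes that were higher, and 34 probes of 30 genes with a symbol were higher here. Of the alternatives set before the data were examined, only treat against 1.3-fold comes within 1.5 times, with 3 probes; the others gave 0 or between 13 and 52.

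The paper's Figure S3 lists 49 entries with a minus sign, and 186 probes were lower here. Of the alternatives set before the data were examined, only treat against 1.3-fold comes within 1.5 times, with 66 probes; the others gave 0 or between 119 and 217.

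For 4 genes of Figure S3 no probe with the gene's symbol met the paper's signed mean ratio. Entries were matched by symbol, since the figure's tags are not part of the deposited values. The figure's probe may thus be another one, so a differing probe cannot be told apart from a differing value. The values here are means from the fit with its dye term. The paper's value for *Man2b2* is -2.7 and the value here was -1.09. For *Iqcf4* the paper's value is -2.36 and the value here was 1.59, over 9 arrays with an adjusted p of 0.632 from limma. Its log2 ratios had an SD of 1.31 and a median of 0.24, with 3.93 on replicate 8. For *Plcl2* the paper's value is -2.48 and the values here were 1.11 and 1.33 by probe. For *Xrn1* the paper's value is -1.4 and the values here were -1.05 and 1.03 by probe. For *Man2b2*, *Iqcf4* and *Plcl2* each alternative on scale, average and centring set before the data were examined still differs. For *Xrn1* only values taken as natural log or log10 come within its spread, at -1.07 and -1.18; over 35 genes, 19 differ by more than their spread as natural log and 34 as log10, against 4 as log2.

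The paper states that *Sfrp1* and *Mtap1b* were the genes that rose. Both rose here too, and *Tnnt2* (1.50 on the log2 scale), *Myl7* (1.28), *Tnc* (0.75 and 0.61 by 2 probes, with -0.13 by probe 1958, which did not pass) and *Gss* (0.52) also passed the threshold as higher. With consecutive arrays averaged as presumed pairs, *Tnnt2*, *Myl7* and *Gss* still passed, and neither *Tnc* probe did (adjusted p = 0.0527 and 0.0562 from limma). The largest fall among probes past the threshold with a symbol was that of *Col9a3* (-2.53), which Figure S3 does not list.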

Other observations

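The visceral endoderm, the outer layer of the yolk sac that makes plasma proteins, showed little change as a group. Of 37 of its genes, *Alb*, serum albumin, fell by 1.33 on the log2 scale (SD 0.69, n = 12 arrays, lower on 11 of 12, adjusted p = 0.00109 from limma), and the list median was 0.01. The log2 ratios of *Afp*, alpha-fetoprotein, were -0.02, -0.15 and 0.10 by probe, and those of *Ttr*, transthyretin, were 0.05 and 0.09. Of 37 cell cycle genes, *Cdc6*, a licensing factor of DNA replication, fell by 0.41 by probe 15636, while its other probe had -0.12. Its call was lost without any 1 of replicates 2, 3, 6, 7, 8, 10, 11 and 12, and the calls of both *Alb* and *Cdc6* were lost with consecutive arrays averaged as presumed pairs, an alternative chosen after the data were seen. Adjusted over the list alone, 2 genes of visceral endoderm fell, and 1 cell cycle gene rose and 2 fell.

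Genes of hypoxia and glycolysis (28 genes), of iron and oxygen stress (23) and of trophoblast and decidua (8) had 0 members past the threshold in limma and 0 in the one-class statistic with sign flips; at an unadjusted p under 0.05 with a change over 1.3-fold they had 1, 1 and 0, and adjusted over the list alone 0 passed. *Egln1*, an oxygen sensor, had a log2 ratio of 0.24 (adjusted p = 0.172, higher on 12 of 12), and *Gpx1*, glutathione peroxidase, had -0.22 (adjusted p = 0.204, lower on 12 of 12). Of the chromatin partners of Prdm6 that the paper names, 0 of 5 measured genes passed in limma, 0 had an unadjusted p under 0.05 with a change over 1.3-fold and 0 were called with sign flips; *Ehmt2*, which codes for G9a, had 0.15 and *Ep300*, which codes for p300, had -0.18. The related *Prdm16* was the 1 measured gene of its family, with 0.02 and -0.03 by probe, and did not pass in limma, at an unadjusted p of 0.05 or with sign flips (0 in each). In camera the adjusted p of these lists was 0.812 for visceral endoderm, 0.359 for cell cycle, 0.162 for hypoxia, 0.308 for iron and oxygen stress, 0.775 for trophoblast, 0.868 for the chromatin partners and 0.95 for the Prdm family. It was 0.615 for reference genes and 0.000596 for the paper's angiogenesis genes (0.0152 with an estimated correlation). The study chose those angiogenesis genes on these arrays, so their adjusted p in camera is not independent evidence.

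*Tnni2* and *Myl4*, chosen after their values were seen, were higher as well: *Tnni2* by 0.83 on the log2 scale (adjusted p = 0.000981 from limma, higher on 11 of 12 arrays) and *Myl4* by 0.64 (adjusted p = 0.0214 from limma, higher on 11 of 12).

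The dye of the del/del channel had an effect on 2854 probes, 13.9% of those tested, at an adjusted p under 0.05 in limma. This split test was planned, while its reading was written after the result was seen. Of 100 splits of the 10 arrays with unambiguous dye labels into 5 and 5, 1 gave as many probes, the real one, and the highest of the others gave 2. This argues against chance as the source of the dye effect, although 100 splits cannot exclude it.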
